# Transcriptomic and metabolomic profiling of *Zymomonas mobilis *during aerobic and anaerobic fermentations

**DOI:** 10.1186/1471-2164-10-34

**Published:** 2009-01-20

**Authors:** Shihui Yang, Timothy J Tschaplinski, Nancy L Engle, Sue L Carroll, Stanton L Martin, Brian H Davison, Anthony V Palumbo, Miguel Rodriguez, Steven D Brown

## Abstract

**Background:**

*Zymomonas mobilis *ZM4 (ZM4) produces near theoretical yields of ethanol with high specific productivity and recombinant strains are able to ferment both C-5 and C-6 sugars. *Z. mobilis *performs best under anaerobic conditions, but is an aerotolerant organism. However, the genetic and physiological basis of ZM4's response to various stresses is understood poorly.

**Results:**

In this study, transcriptomic and metabolomic profiles for ZM4 aerobic and anaerobic fermentations were elucidated by microarray analysis and by high-performance liquid chromatography (HPLC), gas chromatography (GC) and gas chromatography-mass spectrometry (GC-MS) analyses. In the absence of oxygen, ZM4 consumed glucose more rapidly, had a higher growth rate, and ethanol was the major end-product. Greater amounts of other end-products such as acetate, lactate, and acetoin were detected under aerobic conditions and at 26 h there was only 1.7% of the amount of ethanol present aerobically as there was anaerobically. In the early exponential growth phase, significant differences in gene expression were not observed between aerobic and anaerobic conditions via microarray analysis. HPLC and GC analyses revealed minor differences in extracellular metabolite profiles at the corresponding early exponential phase time point.

Differences in extracellular metabolite profiles between conditions became greater as the fermentations progressed. GC-MS analysis of stationary phase intracellular metabolites indicated that ZM4 contained lower levels of amino acids such as alanine, valine and lysine, and other metabolites like lactate, ribitol, and 4-hydroxybutanoate under anaerobic conditions relative to aerobic conditions. Stationary phase microarray analysis revealed that 166 genes were significantly differentially expressed by more than two-fold. Transcripts for Entner-Doudoroff (ED) pathway genes (*glk, zwf, pgl, pgk, and eno*) and gene *pdc*, encoding a key enzyme leading to ethanol production, were at least 30-fold more abundant under anaerobic conditions in the stationary phase based on quantitative-PCR results. We also identified differentially expressed ZM4 genes predicted by The Institute for Genomic Research (TIGR) that were not predicted in the primary annotation.

**Conclusion:**

High oxygen concentrations present during *Z. mobilis *fermentations negatively influence fermentation performance. The maximum specific growth rates were not dramatically different between aerobic and anaerobic conditions, yet oxygen did affect the physiology of the cells leading to the buildup of metabolic byproducts that ultimately led to greater differences in transcriptomic profiles in stationary phase.

## Background

Recent high oil prices, concerns over energy security, and environmental goals have reawakened interest in producing alternative fuels via large-scale industrial fermentations. The potential and challenges involved in supplanting a substantial amount of petroleum derived transportation fuels with fuels derived from renewable resources such as ethanol from lignocellulosic materials has been the focus of several studies and reviews [1-4]. The development and deployment of ethanologenic microorganisms will be one critical component in the successful production of fuel ethanol in industrial-scale quantities.

Essential traits for an industrial microorganism include high ethanol yield, tolerance, and productivity (> 90% of theoretical, > 40 g L^-1^, > 1 g L^-1 ^h^-1^, respectively); robust growth with simple, inexpensive growth requirements in conditions that retard contaminants (eg higher temperatures); and inhibitor tolerance, as reviewed previously [5]. Higher tolerance, productivity values and other positive industrial attributes have been reported for *Z. mobilis*, as reviewed previously [6]. Ethanol tolerance comparable up to 85 g L^-1^(11% v/v) have been reported for *Z. mobilis *continuous culture and up to 127 g L^-1 ^(16% v/v) in batch culture and productivities of 120–200 gL^-1 ^h^-1 ^in continuous processes with cell recycle [6]. *Saccharomyces *yeasts have been the preferred industrial biocatalyst for fuel ethanol production, although genetically engineered bacterial species such as Gram-negative bacteria *Escherichia coli, Zymomonas mobilis*, and *Klebsiella oxytoca *as well as Gram-positive bacteria *Bacillus subtilis *and *Corynebacterium glutamicum *are in development to address commercially important inoculum requirements [5,7,8]. Indeed, a newly formed partnership between the DuPont and Broin companies will utilize recombinant strains of *Z. mobilis *for bio-ethanol fermentation from the lignocellulosic residues such as corn stover [9].

*Z. mobilis *ferments glucose, fructose, and sucrose producing ethanol and carbon dioxide via the Entner-Doudoroff (ED) pathway, utilizing pyruvate decarboxylase and alcohol dehydrogenase enzymes (see [6,10-12] for reviews). *Z. mobilis *is not a classic facultative organism, rather it is aerotolerant, negating oxygen requirements in fermentations and the need for expensive oxygen transfer. The unusual physiology of *Z. mobilis *generates only one mole of ATP per mole of glucose, which results in low biomass production and greater carbon being available for fermentation products under anaerobic conditions. Its desirable ethanologenic attributes also include: high sugar uptake rates, near theoretical ethanol yields, high ethanol tolerance and generally regarded as safe (GRAS) status. Wild-type *Z. mobilis *can only utilize a limited range of substrates; however, it is amenable to genetic manipulation and recombinant strains have been developed to ferment pentose sugars such as xylose and arabinose [13-15]. Seo et al (2005) reported the first genome sequence for *Z. mobilis *ZM4 [16] and the U. S. Department of Energy's Joint Genome Institute (JGI)  has announced plans to sequence the genomes of additional *Z. mobilis *strains in the near future. The ZM4 genome sequence provides new opportunities for fundamental insight into the physiology and gene function and regulation of this unique microorganism and likely improvements in strain development [17]. The presence of oxygen during *Z. mobilis *fermentations has been observed to negatively affect cell and ethanol yields with acetic acid and acetaldehyde accumulating in the medium [12,18-20]. However, there are also reports that respiration inhibition by cyanide stimulates *Z. mobilis *growth aerobically [21]. Many aspects of end-product inhibition and basic aspects of *Z. mobilis *physiology remain unexplored [11].

In this study, we combined transcriptomic profiling with metabolomic measurements of aerobic and anaerobic *Z. mobilis *fermentations to elucidate the molecular mechanisms of ZM4s growth with and without oxygen. Metabolomics is the study of the low molecular weight metabolites present in and around a biological organism at a given time [22,23]. To date, there are few reports of bacterial mRNA expression-profiling using whole genome microarray analysis conducted in conjunction with metabolomics [24]. We confirmed maintenance of anaerobiosis was important for maximizing ethanol yields since acetaldehyde, acetate, lactate and acetoin accumulated and ethanol was present in lower concentrations under controlled aerobic conditions. Our data revealed alterations in mRNA expression profiles, differences in intra- and extracellular metabolites, as well as identification of differential expression for coding sequences predicted by TIGR  and not predicted in the primary annotation. These data provide global insight into potential molecular mechanisms of *Z. mobilis *aerobic and end-product stress responses.

## Results

### ZM4 grows and consumes glucose faster under anaerobic conditions

The presence of oxygen negatively affected glucose consumption and growth in *Z. mobilis *ZM4 fermentations (Fig. 1). Anaerobic fermentation led to a maximal culture density of 7.0 OD_600 _units approximately 9 h post-inoculation, while *Z. mobilis *did not reach its highest culture density of 6.5 OD_600 _units until 13 h post-inoculation under aerobic conditions despite initial inocula concentrations being slightly greater than the former condition. *Z. mobilis *also consumed glucose more slowly under aerobic conditions, with more than half of the initial aerobic glucose concentration (105 mM) remaining 9 h post-inoculation. Under anaerobic conditions 99.5% of the glucose had been utilized at this time point. When *Z. mobilis *growth reached its peak after 13 h under aerobic conditions 14% of the glucose remained with the remainder consumed without cell growth (Fig. 1). Despite these differences and differences in extracellular metabolite production (below), the maximum specific growth rates were not dramatically different, which were estimated to be 0.45 h^-1 ^and 0.55 h^-1 ^between aerobic and anaerobic conditions, respectively. Fermentor pH, dissolved O_2 _tension (DOT), and agitation speed were well-controlled, which was indicated by the mean fermentor pH, DOT, and agitation values for each condition (see Additional file 1), and DOT trend data for each condition (see Additional file 2).

**Figure 1:**
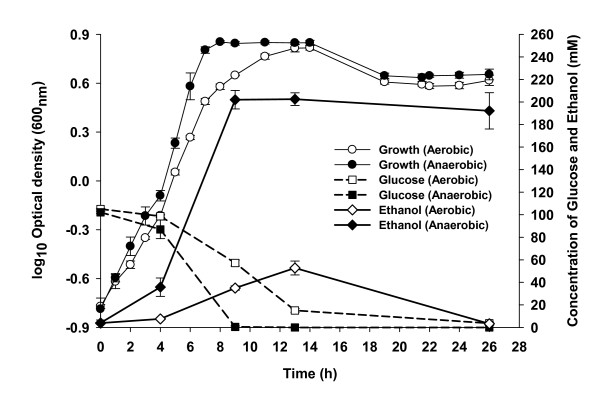
***Z. mobilis *fermentations under anaerobic and aerobic conditions**. Mean values for triplicate fermentors are shown for each condition ± standard deviation (bars).

### *Z. mobilis *extracellular metabolite production

Previous reports have indicated that ethanol production was decreased and other end-products such as acetaldehyde, acetate and acetoin were increased under aerobic conditions [12,18-20,25]. GC and HPLC were used to quantify and compare the kinetics of ethanol, acetate, acetaldehyde, lactate and acetoin production during aerobic and anaerobic fermentation processes and extracellular metabolites were often measured by more than one approach, which confirmed the observed trends. The more rapid production of ethanol under anaerobic conditions also corresponded with increased glucose uptake and growth under these conditions (Fig. 1). The ethanol concentration remained relatively stable post-peak production in anaerobic fermentations. In contrast, at 13 h the ethanol concentration dropped sharply from 52.7 mM to 3.2 mM at the end of the 26 h fermentation during aerobic fermentation. The decrease in ethanol concentration during this time was matched in nearly stoichiometric increases of acetate production, which went from 8.4 mM at 13 h to 72.1 mM at 26 h (Fig. 2). GC data also showed several other minor unidentified metabolites were being produced during aerobic fermentations relative to anaerobic conditions (data not shown). The concentration of acetaldehyde increased during the exponential growth and dropped appreciably during stationary phase, while acetoin was detected during stationary phase (Fig. 2). Lactate trended similarly to ethanol and acetoin profiles for respective conditions. The anaerobic ethanol yield at 13 h was 0.497 g/g of glucose or 97% theoretical and less than 1% of the yield went to solvent products other than ethanol or CO_2 _(Fig. 1). In contrast, under aerobic conditions at 13 h 0.14 g/g of glucose or 27% theoretical yield was obtained for ethanol and by 26 h around 3.2 mM ethanol remained (Fig. 1). The total measured solvents produced aerobically was 101 g/L, which was approximately 50% of theoretical total solvent yield at 13 h and at 26 h these figures had dropped to 76 g/L or approximately 37% of theoretical total solvent yield. As cell biomass (as measured by optical density) was approximately equivalent under the two conditions more carbon went to maintenance energy under aerobic conditions.

**Figure 2:**
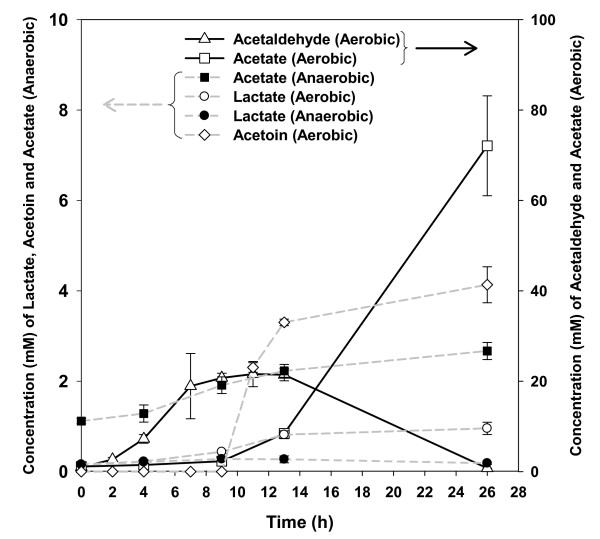
***Z. mobilis *extracellular fermentation product analysis**. The mean value for each metabolite identified by GC analysis from three independent fermentors for each condition is presented ± standard deviation (bars).

### *Z. mobilis *intracellular metabolomic profiles

The physiological status of ZM4 was investigated further by GC-MS analysis of stationary phase intracellular metabolomic profiles for each respective condition. GC-MS identified a large number of metabolites, however, we present those that showed differences in relative abundance and showed some statistical significance. We observed differences in relative abundance profiles for metabolites related to central carbon metabolism, although only several were considered significantly different during the stationary phase time point we examined. We present a relative comparison of the metabolite difference from two conditions in keeping with current practices, while recognizing accessing metabolites like ATP will require modified procedures [22]. Metabolite identification and analysis gave 20 metabolites that were different between anaerobic and aerobic cultures, with five out of the 20 less abundant in anaerobic *Z. mobilis*. Twelve metabolites were considered significantly different with a *p*-value less than 0.1 (Table 1). The inclusion of a greater number of replicates would have increased analysis power and possibly increased the number of metabolites considered significantly different between anaerobic cells and those exposed to oxygen.

**Table 1:** Intracellular metabolomic profile of ZM4 during anaerobic and aerobic fermentation at 26 h.

**Metabolite**	**Ratio (Anaerobic/Aerobic)**	***p*-value**
Glucose 6-P	2.7	0.089
Mannose 6-P	3.2	0.009
Glycerate	0.65	0.10
Glucose	0.16	0.14
Gluconate	0.17	0.33
2-Phosphoglycerate	3.8	0.053

Alanine	0.33	0.015
Valine	0.32	0.031
Lysine	0.35	0.097
Isoleucine	0.32	0.17
Leucine	0.29	0.13
Phenylalanine	0.31	0.23
Serine	0.17	0.19
Threonine	0.27	0.21

lactate	0.50	0.01

4-hydroxybutanoate	7.60	0.029
Ribitol	0.06	0.034
Trehalose	0.34	0.13
Unknown 285 18.19	3.0	0.074
Unknown 348 11.22 AA	0.72	0.024

Glucose-6-phosphate and 2-phosphoglycerate were 2.7 and 3.8 fold more abundant under anaerobic conditions (*p *= 0.089 and 0.053, respectively), while others in the ED pathway may have been at greater levels under aerobic conditions. The ability to detect labile phosphorylated intermediates such as these, in the absence of accumulation phosphate was indicative of adequate sample preparation for GC-MS analysis of the metabolites analyzed in the present study. Aerobic *Z. mobilis *contained more of the glucose substrate, as well as glycerate, and gluconate as compared to the anaerobic cells, while other intermediate sugar metabolites that included glucose-6-phosphate, 2-phosphoglycerate and mannose-6-phosphate were more abundant within the anaerobic fermenting *Z. mobilis *(Table 1). The transcriptomic profiles of Entner-Dondoroff and pyruvate metabolic pathways showed higher expression values for these genes under anaerobic conditions even though extracellular glucose had been consumed by 26 h (Fig. 1, see Additional file 3). 

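At 26 h the microarray signals of 4 further genes of sugar breakdown were lower in aerobic than in anaerobic cells. gpm, the phosphoglycerate mutase that acts just before enolase, had a log2 ratio of aerobic over anaerobic signal of -2.81 ± 0.50 (mean ± SD, n = 3 pairs of fermentors, adjusted p = 1.17e-05 from limma). frk, which encodes fructokinase, stood at -2.21 ± 0.36 (adjusted p = 3.1e-05), and tpi, the triosephosphate isomerase gene, at -2.13 ± 0.69 (adjusted p = 5.82e-05). For pgi, the gene of glucose-6-phosphate isomerase, the log2 ratio was -1.65 ± 0.72 (adjusted p = 3.33e-04). Each of the 4 genes was lower aerobically in all 3 pairs.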

All of the differentially detected amino acids were at lower concentrations within anaerobic fermenting *Z. mobilis *(Table 1). The other metabolites showing differences included lactate, 4-hydroxybutanoate, ribitol, trehalose and unknown metabolites. Trehalose was 2.9-fold more abundant within aerobic *Z. mobilis *compared to anaerobic cultures, and 4-hydroxybutanoate was the most abundant metabolite detected within anaerobic condition at 7.6-fold higher levels compared to aerobic conditions (Table 1).

### Transcriptome comparison of *Z. mobilis *aerobic and anaerobic fermentations

The global transcriptional response of *Z. mobilis *ZM4 to aerobic stress was examined in a time series DNA microarray experiment for early exponential phase (3 h post-inoculation) and stationary phase (26 h post-inoculation) under aerobic and anaerobic conditions with whole-genome microarrays. 

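Total RNA from 3 aerobic and 3 anaerobic fermentors, taken at 3 h and again at 26 h from the same vessels, was compared on 12 2-colour arrays printed on 3 slides. Each array held an aerobic and an anaerobic extract of the same time point, and every pair of extracts was hybridised a further time with the dyes reversed, so that each time point has n = 3 pairs of fermentors. The arrays carry 2221 probes for 2019 coding sequences, of which 202 have more than 1 probe. The deposited files hold the scanner's spot intensities for each slide and the authors' table of values, which they made by taking log2 of the raw signal and standardising every channel in JMP Genomics. From the intensities, normexp background correction with an offset of 50, loess within each array, the mean of the dye-swapped arrays and the mean of a gene's probes gave a log2 ratio of aerobic over anaerobic signal for each pair of fermentors, so that a negative value means a lower signal in the aerobic cells. These ratios were tested with limma at a Benjamini-Hochberg adjusted p under 0.05. Arrays of the same time point compared unequally well. At 26 h the dye-swapped arrays of the same extracts correlated across genes at an r of 0.589, 0.743 and 0.820. At 3 h the same correlations were -0.115, -0.258 and -0.0352, whereas arrays of other fermentors with the same dye orientation on slide 1 reached 0.765 and 0.780. Median signals per channel lay between 1243 and 3022, and 10.1% to 55.8% of the gene probes in a channel were above the next to highest of the array's 19 control probes. Set against the slide's 2792 negative-control spots, 9.00% to 90.0% were above a limit that 1 in 20 of these spots exceed, and the limit used here is that of the 19 probes. A gene with no probe above that limit in any channel of a condition has only a bound there, given as "at least N-fold" and computed with the dimmer condition set to the limit or to the measured signal, whichever is higher. The bound given is the lower of those with and without background correction, which for each gene named with one is that without it. No fold is given where the bound is under 1 or where both conditions lie under the limit, and another median of a gene list sets such genes to their bound or to no change and leaves out genes under the limit in both conditions. The number of arrays limits the precision of every ratio. Log2 ratios are with background correction unless said otherwise, and their sizes depend on that step. Without it leuC had -0.64 in place of -2.23 at 26 h and hemB 2.47 in place of 4.31, while ZMO0693 had -2.60 in place of -2.14. The SD is the spread across pairs of fermentors and does not cover this dependence.

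**Figure D1:**
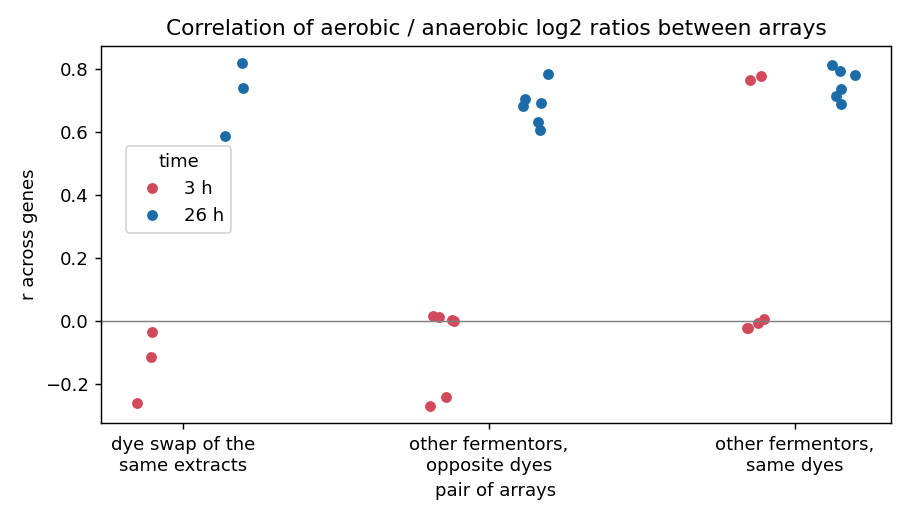
Pearson's r across genes (vertical axis) between the aerobic over anaerobic log2 ratios of any 2 arrays of the same time point, for dye swaps of the same extracts and for other fermentors with opposite or the same dyes; red points are 3 h and blue points 26 h. At 26 h all pairs of arrays lie well above 0, while at 3 h only the arrays of slide 1 with the same dye orientation do.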

In this study, we have presented experimental data of 166 differentially expressed genes at statistically significant values (-log_10_(*p*) = 5.43) with a number of 11 putative protein-coding sequences in strain ZM4 (ATCC31821) that were not originally described in the primary genome annotation (see Additional file 4, 5). We have deposited the entire microarray dataset including exponential and stationary phase at Gene Expression Omnibus (GEO, ) database with the accession number of GSE10302 so interested parties can conduct their analyses.

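At 3 h the aerobic and anaerobic cells gave close to equal signals for nearly all of the 2019 genes. The median size of the log2 ratio was 0.12, against 0.50 at 26 h. In limma, 0 genes passed the adjusted p of 0.05, with 60 genes at an unadjusted p under 0.05. NT01ZM1767, annotated as a dnaJ protein, which as a class assists the folding chaperone DnaK, came nearest, with a log2 ratio of 1.11 ± 0.16 (SD, n = 3, adjusted p = 0.167) and higher aerobic signals in all 3 pairs. The glycolytic and Entner-Doudoroff genes stayed near equal, with a median log2 ratio of -0.08 over 14 genes and a range of -0.44 to 0.34. The 44 genes of the ribosomal protein list had a median of 0.00, with a range of -0.48 to 1.29. None of the 19 gene lists tested passed at this time point, the nearest being 20 oxidative stress genes with a median of 0.11 (adjusted p = 0.115). That list alone passed without replicate 2. The log2 ratios of replicates 2 and 3, on slide 1, correlated across genes at an r of 0.633, and those of replicate 1, on slide 2, with them at 0.00537 and 0.000259.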

Gene expression during the early exponential phase was surprisingly similar between anaerobic and aerobic conditions used in the present study (Fig. 3A). 

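The other settings run called 0 to 2 genes at 3 h, except array quality weights with 160. The methods' test counted every channel as a sample, at the limit on p that the study gives. It is a reading of the paper's ANOVA, whose terms the paper does not state. That test called 0 genes at 3 h, with 15 at an unadjusted p under 0.05. With 12 arrays and a dye term, limma called 1 gene, NT01ZM1767, and without replicate 1 it called 1 gene, NT01ZM1833, a putative lipoprotein. Leaving out slide 2, an alternative added after the data were seen, gave 2 genes, NT01ZM1833 and rpsM, the gene of ribosomal protein S13. NT01ZM1833 and rpsM are named here because of these counts, after their values were seen. With array quality weights, also added afterwards, the count of genes differing aerobic minus anaerobic at 3 h was 160, with 90 higher and 70 lower aerobically. Among genes of the chaperone and protease list, 1 of 21 passed when adjusted over the list alone, and it was again the dnaJ protein.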

Eight genes were discovered that were considered differentially expressed at a significant level utilizing the ANOVA model using the False Discovery Rate (data not shown). Of these, only one gene (ZMO1752, encoding a hypothetical protein) showed a greater than a two-fold difference in relative expression levels. 

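ZMO1752 was not analysed here, since no coding sequence of the arrays could be paired with it. On average over the 3 pairs, 6 genes differed at least 2-fold at 3 h, and 0 did so in every pair, against 312 genes at 26 h. NT01ZM1833 had the largest mean, a log2 ratio of 1.72 ± 1.69 (SD, n = 3), from 2.61 and 2.77 in replicates 2 and 3 and -0.23 in replicate 1. The ribosomal gene rpsM was similar, with 1.95 and 1.91 against 0.02. NT01ZM0688, annotated as the B subunit of the ATP synthase, had 1.11 ± 0.71, and NT01ZM1166, annotated as ntrC, 1.02 ± 1.64. NT01ZM1394, a putative transporter, was the only such gene with a lower aerobic mean, -1.05 ± 0.29. The remaining gene was the dnaJ protein NT01ZM1767. None of the 6 passed limma's adjusted p, and they were picked by size after their values were seen.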

To confirm the microarray results, seventeen genes involving in ED and pyruvate pathways and different cellular functions were chosen for the qPCR analysis (see Additional file 6, 7). The data showed that qPCR was more sensitive and showed greater fold change differences compared to the microarray analysis, which was in keeping with previous reports [26]. 

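Of the 14 genes of the paper's tables with a qPCR value at 26 h, the paper's qPCR value was larger in size than the array log2 ratio found here in 9. ZMO0817, a hypothetical protein, had an array log2 ratio of 4.80 ± 0.50 (SD, n = 3) where the paper's qPCR value is 7.9. For glk, which encodes the glucokinase that opens the Entner-Doudoroff route, the array gave -3.78 ± 0.61 and the paper's qPCR -10.7. ZMO1876, a conserved hypothetical protein, ran the other way, with 5.26 ± 0.39 on the arrays and the paper's qPCR value of 2.6. ZMO0976, annotated as a general stress protein, was also larger on the arrays, at -2.76 ± 0.55 against the paper's -1.5. The array ratios and the count of 9 are with background correction. Without it ZMO0817 had 3.05, glk -1.91, ZMO1876 3.13 and ZMO0976 -1.55, so that sizes set against qPCR depend on that step. The qPCR samples have no file here, so the qPCR values carry no error of their own.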

We describe here only a rigorous analysis of stationary phase genes in this study and allow interested parties to conduct their own analyses on the entire dataset, which is available publicly through the GEO database. In the stationary phase 166 genes were significantly differentially expressed between anaerobic and aerobic conditions (Fig. 3B, 4, see Additional file 4, 5). This time point also showed the largest differences in extracellular metabolite profiles (Fig. 2). 

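At 26 h the aerobic and anaerobic transcriptomes differed widely, and 910 of 2019 genes passed limma's adjusted p of 0.05. Genes of sugar breakdown, ethanol formation, translation, ATP synthesis, amino acid biosynthesis and protein folding were on balance lower in aerobic cells, and iron uptake genes and the list of mobile elements higher. These are 9 of 19 gene lists, by camera with a preset correlation between genes. The rules for the lists were fixed before the data were examined, except that 14 tRNA entries were removed from the amino acid list afterwards. With an estimated correlation 0 of the 19 lists passed, so that each list's shift is open to correlation among its genes. The study's 166 table genes all passed with the direction of their table. They were chosen on these samples and are not independent evidence. With the slide as a block 851 genes and again 9 lists passed, and 840 genes on the 2 pairs of slide 3 alone, while slide 2 holds only 1 pair at 26 h and gives no test. Without background correction 423 genes passed. From the few differences in exponential phase and the many in stationary phase, the paper proposes that ZM4 tolerates air and that oxygen altered the cells so that by-products built up and expression diverged late.

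**Figure D2:**
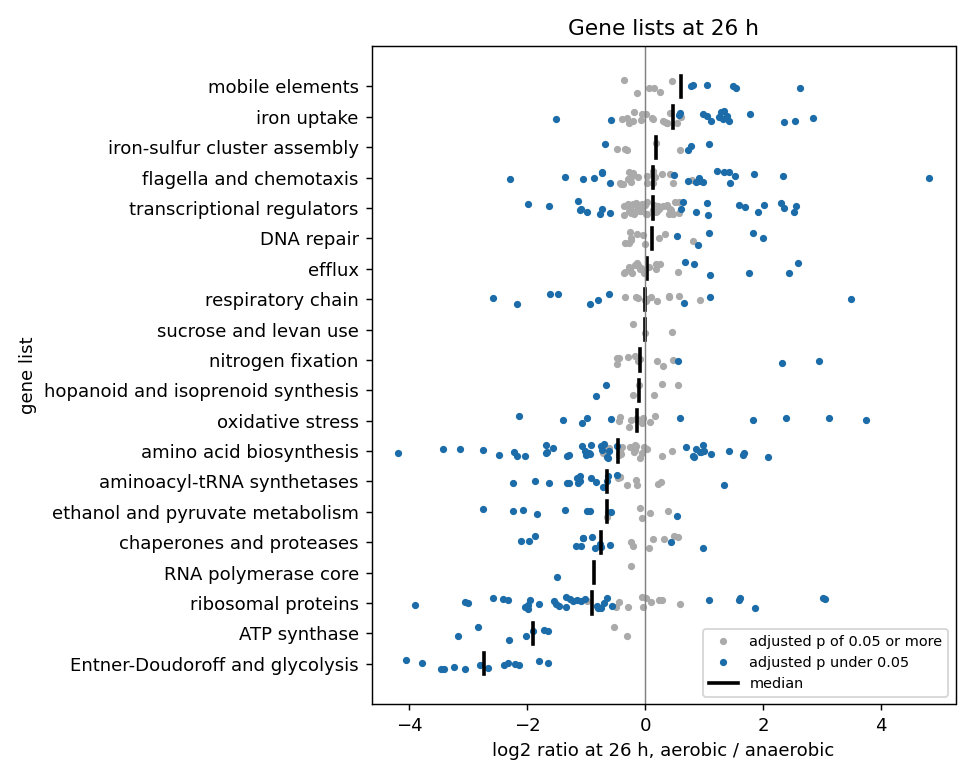
Log2 ratio of aerobic over anaerobic signal at 26 h (horizontal axis, mean of n = 3 pairs) of every member of 20 gene lists (vertical axis), as measured; blue points passed limma's adjusted p of 0.05, grey points did not, and black bars are list medians. All members of the Entner-Doudoroff and glycolysis list lie below 0, and the other lists hold members on both sides or near 0.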

Fifty-five genes were up-regulated at 26 h post-inoculation under aerobic conditions and 111 genes were down-regulated (see Additional file 4, 5). 

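More of the 910 genes were higher in aerobic cells at 26 h, 494 against 416 that were lower. hemB, the gene of an early enzyme of heme synthesis, was among the largest, with a log2 ratio of 4.31 ± 0.61 (SD, n = 3, adjusted p = 1.05e-06). ilvC, a gene of branched-chain amino acid synthesis, had the lowest measured ratio of the genes that passed, -4.19 ± 0.18 (adjusted p = 1.46e-07), followed by ZMO1779, annotated as an antibiotic biosynthesis monooxygenase, at -4.16 ± 0.82 (adjusted p = 1.79e-06). Of the genes that passed and differed at least 2-fold as measured, 302 were higher and 221 lower aerobically. These counts include genes under the limit of the control probes, whose measured folds are no bounds. Of the 910 genes, 343 were under it in anaerobic cells alone, 80 in aerobic cells alone, 92 in both and 395 in neither. A Bonferroni adjustment left 152 higher and 98 lower, and the methods' test at the study's limit 52 higher and 35 lower. The balance turned with the scaling, to 419 higher and 462 lower with the authors' deposited values and to 505 higher and 516 lower with channels scaled to a common SD.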

Approximately two thirds of the genes down-regulated in the presence of oxygen for this time point were related to metabolism (see Additional file 4). 

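In the paper's table of aerobically lower genes, 35 of 55, or 63.6%, carry its category of metabolism, and all 55 were lower here with an adjusted p under 0.05 in limma. asd, which encodes aspartate-semialdehyde dehydrogenase of the lysine, methionine and threonine routes, was at least 1.72-fold lower aerobically (adjusted p = 3.46e-06). ZMO0670, a hypothetical protein outside that category, had a log2 ratio of -3.75 ± 0.30 (SD, n = 3, adjusted p = 4.32e-07). Unknown function makes up 11 of the 55, and cell process, information transfer and transport 3 each. The categories are the paper's, and the genes were selected for their change on these samples, so that the count is not independent evidence of its direction.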

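Of the 111 genes in the paper's table of aerobically higher genes, 53 have unknown function, 27 belong to metabolism, 14 to cell processes, 10 to transport and 7 to information transfer. ZMO1856, a transporter of the major facilitator superfamily, was at least 5.35-fold higher aerobically at 26 h (adjusted p = 1.05e-06 from limma). ZMO1863, annotated as a CbbY protein, was at least 4.24-fold higher (adjusted p = 1.66e-07). Outside that table, NT01ZM0227, a regulator of the CarD-like family, was at least 1.76-fold higher (adjusted p = 4.8e-06). All 111 genes of the table were higher here with an adjusted p under 0.05 and in each of the 3 pairs, and as the study picked them from these arrays this adds no independent evidence.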

In the presence of oxygen, genes related to regulation, cell processes, transport, and unknown function showed greater expression as compared to anaerobic conditions. Nearly half of the genes showing greater expression aerobically remain uncharacterized (see Additional file 5).

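The genes of unknown function come to 47.7% of that table and include several with large measured changes at 26 h. NT01ZM1532, a hypothetical protein, was at least 4.32-fold higher aerobically (adjusted p = 1.6e-06 from limma), and the hypothetical proteins ZMO1161 and ZMO1597 were at least 2.23-fold and at least 1.82-fold higher (adjusted p = 8.47e-07 and 1.6e-06). ZMO0630, annotated as a Torf protein and placed by the paper under information transfer, had a log2 ratio of 4.38 ± 0.50 (SD, n = 3, adjusted p = 4.32e-07).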

**Figure 3:**
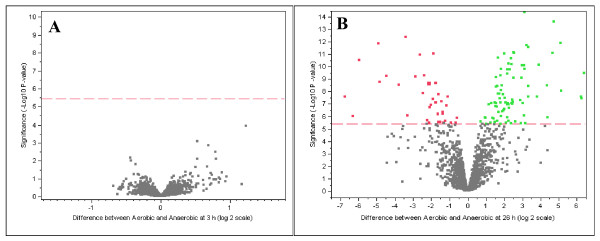
**Volcano plot result from JMP Genomics analysis showing significantly differentially expressed genes at 3 h (A) and 26 h (B) post-inoculation at 30°C**. Green dots indicate oxygen up-regulated genes and red dots indicate the oxygen down-regulated genes. Grey colored dots were not considered significantly differentially expressed. The X axis shows the difference values between aerobic and anaerobic fermentations based on a log_2 _scale. The Y axis shows statistical significance values for expression values, based on a -log_10 _*p*-value. The red dashed line shows the statistical significance cut-off used in this study.

**Figure 4:**
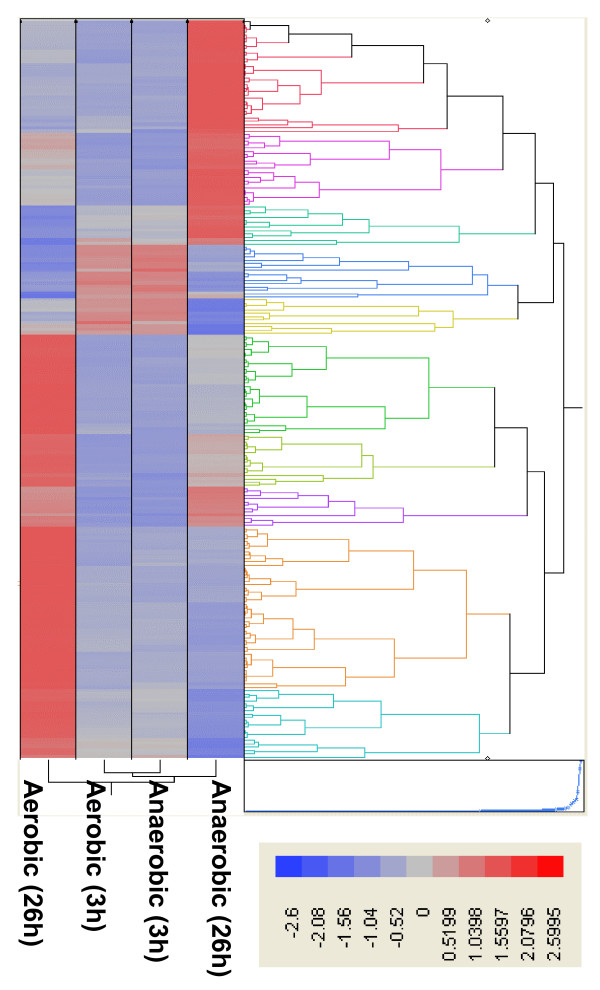
**Hierarchical cluster analysis of significantly differentially expressed ZM4 genes for aerobic and anaerobic fermentations at 3 and 26 h**. Gene expression values were clustered based on their log_2 _based expression values using JMP Genomics 3.0. Negative numbers (colored blue) indicates less relative gene expression aerobically, and positive numbers (colored red) indicate greater relative gene expression anaerobically.

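Genes of the Entner-Doudoroff pathway and glycolysis were lower in aerobic cells at 26 h without exception, 14 of 14 over all genes and 14 of 14 when adjusted over the list alone. pgl, the 6-phosphogluconolactonase gene, had the largest measured change, with a log2 ratio of aerobic over anaerobic signal of -4.05 ± 0.60 (SD, n = 3, adjusted p = 1.18e-06). eno, which encodes enolase, had -3.24 ± 0.31 (adjusted p = 7.96e-07), and pgk, the gene of phosphoglycerate kinase, -2.66 ± 0.86 (adjusted p = 3.2e-05). gnl, the gluconolactonase gene, was at least 1.97-fold lower (adjusted p = 5.65e-05) and pyk, which encodes pyruvate kinase, at least 1.66-fold lower (adjusted p = 5.64e-04), both under the limit of the control probes in aerobic cells. The list's median log2 ratio was -2.73, or -2.44 with such genes at their bounds (camera, adjusted p = 9.87e-10). For this list, adjusted p = 0.32 with an estimated correlation.

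**Figure D3:**
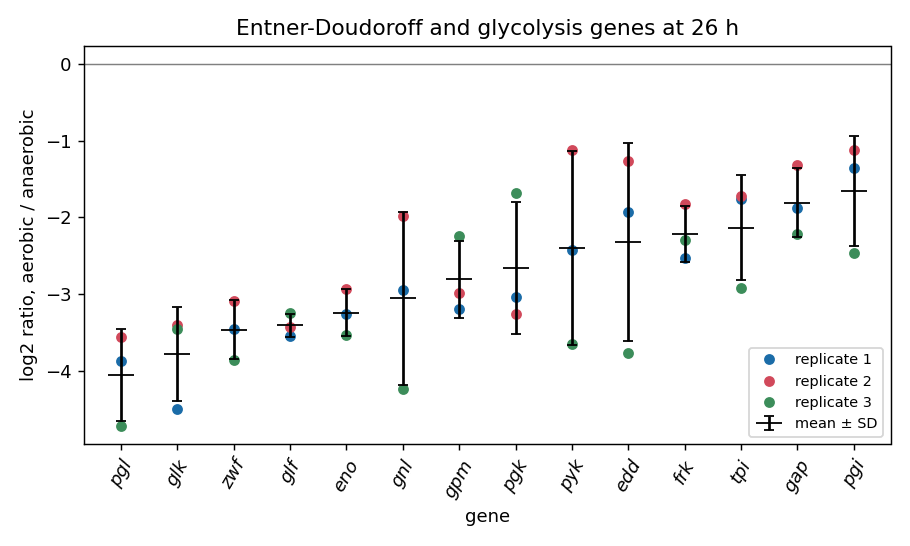
Log2 ratio of aerobic over anaerobic signal at 26 h (vertical axis) of the 14 Entner-Doudoroff and glycolysis genes (horizontal axis); coloured points are the 3 pairs of fermentors and black bars the mean ± SD. All points lie below 0; gnl, pyk and edd are plotted as measured although their aerobic signals were under the control-probe limit.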

In the stationary phase, ED pathway mRNAs such as *glk, zwf, pgl, pgk*, and *eno *as well as ethanol fermentation gene transcripts like *pdc *and *adhB *were shown to be more abundant (at least two-fold) under anaerobic conditions by microarray analysis (see Additional file 3, 4, 7). 

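Amino acid biosynthesis genes were more often lower than higher in aerobic cells at 26 h, 27 against 13 of 60, and 28 against 13 when adjusted over the list alone. leuC, a gene of leucine synthesis, had a log2 ratio of -2.23 ± 0.49 (SD, n = 3, adjusted p = 3.08e-05), and ilvI, which encodes the large subunit of acetolactate synthase, -1.69 ± 0.77 (adjusted p = 6.14e-04). trpB, the tryptophan synthase beta subunit, was at least 1.73-fold lower (adjusted p = 1.76e-06), argC of arginine synthesis at least 1.82-fold lower (adjusted p = 2.09e-04) and thrC, the threonine synthase gene, at least 1.21-fold lower (adjusted p = 0.00114). Members on the other side included ilvD, the dihydroxy-acid dehydratase gene, at 1.43 ± 0.23 (adjusted p = 1e-04). Among cofactor genes, thiC of thiamin synthesis was lower aerobically in all 3 pairs (adjusted p = 9.84e-05) and ribC, the riboflavin synthase gene, had -2.39 ± 0.18 (adjusted p = 2.15e-06). Of 44 genes in the ribosomal protein list, 27 were lower and 6 higher, and when adjusted over the list alone 29 and 7. The median log2 ratio was -0.46 for amino acid biosynthesis, or -0.15 with bounds (camera, adjusted p = 0.00442), with an adjusted p = 0.375 with an estimated correlation. argC and thrC no longer passed without background correction, and ilvD is named after its value was seen.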

In this study we observed that one arginyl-tRNA synthetase involved in ribosome-mediated polypeptide synthesis, eight genes related to ribosomal protein synthesis and amino acid and co-factor biosynthetic genes such as *leuC, trpB, argC, ilvI, ilvC, thrC, thiC*, and *ribC *showed greater expression under anaerobic conditions (see Additional file 4). Metabolomics data showed that a number of detected amino acids were generally less abundant in anaerobic fermenting cells compared to aerobic cells (Table 1).

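Genes of sulfur and iron-sulfur metabolism were higher in aerobic cells at 26 h in 3 cases that the study's tables hold. nifS (ZMO1022), a cysteine desulfurase that supplies sulfur for iron-sulfur clusters, was at least 1.5-fold higher (adjusted p = 5.58e-05 from limma). sseA (ZMO1460), a thiosulfate sulfurtransferase, was at least 1.33-fold higher (adjusted p = 5.42e-05) and NT01ZM1467, a protein like the bacterioferritin-associated ferredoxin, at least 1.79-fold higher (adjusted p = 8.73e-05). All 3 were under the limit of the control probes in anaerobic cells. The list of iron-sulfur cluster assembly, picked by product names, holds none of these 3 genes, and its largest log2 ratio was 1.09. Of its 9 genes, 3 others were higher and 1 lower, and when adjusted over the list alone 3 and 2. The member that was lower, NT01ZM1920 of the HesB family, had a log2 ratio of -0.68 ± 0.18 (SD, n = 3, adjusted p = 0.0157), and lost its call without background correction, with median centring in place of loess and without replicate 3. As a list they did not pass (median 0.19, or -0.15 with bounds, camera, adjusted p = 0.773).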

Our microarray data identified a cysteine desulfurase (ZMO1022), thiosulfate sulfurtransferase (ZMO1460) and a [2Fe-2S] binding domain family protein (NT01ZM1467) as being up-regulated under aerobic conditions (see Additional file 5) and suggested the metabolism of sulfur compounds was impacted by aerobic conditions. However, we did not observe any trends related to sulfur-containing metabolites in our metabolomics dataset. 

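ZMO0084, annotated as the chemotaxis protein CheX, had a log2 ratio of 4.81 ± 0.38 at 26 h (SD, n = 3, adjusted p = 1.46e-07), higher aerobically in all 3 pairs. motD (ZMO0641), a putative chemotaxis gene, was at least 1.62-fold higher in aerobic cells (adjusted p = 1.35e-05). fliD (ZMO0651), the gene of a protein at the tip of the flagellar hook and filament, had 1.84 ± 0.45 (adjusted p = 4.8e-05), from 0.54 on 1 probe and 3.13 on the other. flaA, which encodes flagellin, the filament protein, was higher as well, at 1.44 ± 0.24 (adjusted p = 1.13e-04), whereas flgE, the hook protein gene, was lower at -2.29 ± 0.49 (adjusted p = 1.08e-05). Of 41 flagella and chemotaxis genes, 14 were higher, 7 lower and 20 did not pass, and when adjusted over the list alone 16 were higher and 7 lower. The list as a whole did not pass (median 0.13, or 0.00 with bounds, camera, adjusted p = 0.421). flaA is named after its value was seen.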

Genes related to sensing and responding to environmental signals including three chemotaxis genes *cheX *(ZMO0084), *motD *(ZMO0641) and *fliD *(ZMO0651), six transcriptional regulators including a two-component signal transduction (TCSTS) histidine kinase (ZMO1216) and response regulator (ZMO1387) were up-regulated during aerobic fermentation (see Additional file 5). 

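The genes of the ATP synthase, which makes ATP from the proton gradient, were mostly lower in aerobic cells at 26 h, 7 of 9 over all genes and 7 of 9 when adjusted over the list alone, with 0 higher. atpA, the alpha subunit, had a log2 ratio of -2.03 ± 0.70 (SD, n = 3, adjusted p = 1.05e-04), and atpB, the A subunit of the membrane part, -1.72 ± 0.21 (adjusted p = 3.43e-05). atpH, the delta subunit, stood at -2.84 ± 0.94 (adjusted p = 4.98e-05) and NT01ZM0685, related to the C chain, at -1.90 ± 0.42 (adjusted p = 6.02e-05). atpD, the beta subunit, was at least 1.45-fold lower (adjusted p = 5.1e-05). The 2 genes that did not pass are both annotated as B subunits. For the list, whose median was -1.90, or -1.69 with bounds, camera gave an adjusted p = 1.97e-04, and adjusted p = 0.375 with an estimated correlation. atpD and atpH lost their calls without background correction.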

We also observed that several ATP synthase subunit genes (alpha and beta) were expressed less under aerobic conditions. 

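The gene of the ammonia-dependent NAD synthetase, ZMO0899, was measured by 2 probes whose ratios at 26 h run in opposite directions. They gave log2 ratios of 3.23 (adjusted p = 3.18e-06 from limma on each probe) and -1.93 (adjusted p = 1.52e-05). Averaged, the gene had 0.65 ± 0.20 (SD, n = 3, adjusted p = 0.00901), higher aerobically. That call was lost when each time point was fitted alone and without replicate 1 or 3. Of the 202 genes with more than 1 probe, 66 had probes of opposite sign at 26 h, and 7 of these passed the test.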

The expression of NAD synthetase gene (*nadE*), involved in nicotinamide adenine dinucleotide *de novo *biosynthesis and salvage pathways was approximately 9-fold greater in the presence of oxygen (see Additional file 5). 

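tdsD (ZMO0678), a gene of the nitroreductase family, was at least 1.3-fold higher in aerobic cells at 26 h (adjusted p = 1.81e-06 from limma). nifF (ZMO1851), which encodes flavodoxin, a small electron carrier that can serve nitrogenase, was at least 1.83-fold higher (adjusted p = 1.7e-05). Anaerobic signals of both genes were under the limit of the control probes. Among 13 nitrogen fixation genes, 3 were higher aerobically, 0 lower and 10 did not pass, with the same counts when adjusted over the list alone. The 3 are nifF, nifS and nifD, a nitrogenase subunit gene with an adjusted p of 0.0178 but a bound under 1, whose call was lost without background correction and without any of the replicates. As a list they did not pass (camera, adjusted p = 0.735), and the median of -0.09 and the mean of 0.36 differ in sign.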

Several flavoprotein transcripts, nitroreductase (*tdsD*) and flavodoxin (*nifF*), were approximately 9-fold more abundant under aerobic conditions.

Expression of a number of stress response genes was found to be greater in the presence of oxygen or by-products in the stationary phase. Under aerobic conditions ZMO1097 encoding a thioredoxin was induced approximately four-fold, ZMO1830 (*fdxB*) encoding a ferredoxin showed six-fold induction, ZMO1732 (*ahpC*) encoding an alkyl hydroperoxide reductase showed 18-fold greater expression, ZMO0279 encoding a cold-shock protein was induced two-fold, and a glutathione S-transferase family protein encoded by ZMO1118 was induced eight-fold. 

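The microarray signals of these stress genes were higher in aerobic cells in all 3 pairs at 26 h. ahpC, whose product reduces hydrogen peroxide and organic peroxides, had a log2 ratio of 3.74 ± 0.39 (SD, n = 3, adjusted p = 7.96e-07). ZMO1118, the glutathione S-transferase family gene, stood at 3.12 ± 0.79 (adjusted p = 8.25e-06) and trx (ZMO1097), the thioredoxin gene, at 1.82 ± 0.57 (adjusted p = 2.41e-04). ZMO0279, with a cold-shock DNA-binding domain, had 1.26 ± 0.42 (adjusted p = 5.17e-04). fdxB, a ferredoxin gene by the paper, was at least 1.96-fold higher (adjusted p = 3.65e-05), as its anaerobic signals were under the limit of the control probes. Without background correction, trx no longer passed.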

The *E. coli *alternative sigma factor *rpoH *plays an important role in overcoming oxidative stress responses [27] and *rpoH *(ZMO0749) was induced approximately 32-fold under aerobic conditions via q-PCR in our study (see Additional file 7). 

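ZMO1121, a regulator of the MerR family, had a log2 ratio of 1.58 ± 0.33 at 26 h (SD, n = 3, adjusted p = 1.15e-04). ZMO1216, a histidine kinase, was at least 1.35-fold higher in aerobic cells (adjusted p = 4.49e-06) and ZMO1387, with a response regulator receiver domain, at least 1.93-fold higher (adjusted p = 8.18e-06). pspA (ZMO1063), a phage shock protein that in other bacteria responds to membrane stress, was at least 2.02-fold higher (adjusted p = 1.6e-06). Of 62 genes in a list of transcriptional regulators, 13 were higher, 9 lower and 40 did not pass, with the same counts of 13 and 9 when adjusted over the list alone. The list as a whole did not pass (median 0.13, or 0.00 with bounds, camera, adjusted p = 0.481).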

Other regulators with greater expression levels under aerobic condition include ZMO1121 encoding a MerR family regulator, ZMO1216 encoding a two-component signal transduction histidine kinase, ZMO1387 encoding a two-component response regulator, and ZMO1063 (*pspA*) encoding a sigma 54-dependent transcription suppressor (see Additional file 5). A number of these microarray expression values were confirmed by qPCR (see Additional file 6, 7).

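The paper's tables hold 11 coding sequences without an identifier of the primary annotation, 10 higher and 1 lower in aerobic cells at 26 h, and all of them passed limma's adjusted p here with that direction. NT01ZM0198, a gene of unknown function among them, was at least 1.91-fold higher aerobically (adjusted p = 1.6e-06) and NT01ZM0274, another, at least 1.46-fold higher (adjusted p = 7.96e-07). Both were under the limit of the control probes in anaerobic cells. These are examples picked after their values were seen, and the study chose the 11 on these samples.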

The microarray data also indicated that a number of CDS predicted by TIGR but not present in the primary annotation [16] were differentially expressed between the two conditions. Transcripts for NT01ZM1467 encoding a Fe-S binding domain family protein and nine other ORFs with unknown functions were more abundant under aerobic conditions representing approximately 9% of all the genes up-regulated under these conditions (see Additional file 5). 

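NT01ZM0869, annotated as an arginyl-tRNA synthetase, which loads arginine onto its tRNA, had a log2 ratio of -1.32 ± 0.76 at 26 h (SD, n = 3, adjusted p = 0.00173 from limma), lower in aerobic cells. It no longer passed without replicate 1. The aminoacyl-tRNA synthetases were lower as a group, 15 of 25 against 1 higher, and 16 against 1 when adjusted over the list alone. The prolyl-tRNA synthetase NT01ZM0468 had -1.86 ± 0.07 (adjusted p = 1.07e-05), the alanyl-tRNA synthetase NT01ZM0872 -1.16 ± 0.22 (adjusted p = 2.82e-04) and the glutamyl-tRNA synthetase NT01ZM2069 -1.63 ± 0.85 (adjusted p = 8.73e-04). The member that was higher is the aspartyl-tRNA synthetase ZMO0746, at 1.34 ± 0.31 (adjusted p = 2.43e-04). The list's median was -0.65, or -0.47 with bounds (camera, adjusted p = 5.08e-04), with an adjusted p = 0.375 with an estimated correlation. NT01ZM2069 lost its call without background correction.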

The only example of an up-regulated gene (~six-fold) without primary locus identification during anaerobic fermentation was NT01ZM0869, which encodes a putative arginyl-tRNA synthetase (see Additional file 4).

## Discussion

*Z. mobilis *has a number of positive attributes as an ethanogen and is a leading current generation candidate microorganism for use in commercial scale fermentations to produce fuel ethanol [6,10]. In the present study, we confirmed oxygen levels were important in *Z. mobilis *growth rates, ethanol production and altered metabolite pools (Fig. 1, 2, Table 1). Anaerobic *Z. mobilis *fermentations utilized glucose more rapidly and grew more quickly with concomitant increases in ethanol productivity and yield as compared to aerobic *Z. mobilis *cultures (Fig. 1). Both intra- and extracellular lactate was identified as being more abundant in aerobic stationary phase *Z. mobilis *(Table 1, Fig. 2). Our data were also consistent with previous reports [28,29] showing metabolites such as lactate, acetate, and acetoin were more abundant during aerobic fermentation (Table 1, Fig. 2). Ishikawa et al. [19] proposed a model to explain the effect of oxygen on the NADH reducing power pool for the conversion of glucose into ethanol as the major end-product. They suggest that under aerobic conditions NADH is limiting due to it being oxidized by the NADH oxidase and therefore unavailable for reduction of acetaldehyde to ethanol. These data combined with lower intracellular glucose and ED pathway intermediates (Table 1) would agree with such a model and previous reports [30,31]. While we did not obtain the data for NAD^+^, NADH, ATP metabolites, altered redox balance with concomitant increases in other metabolites produced such as acetate, lactate, acetoin, and acetaldehyde in the presence of oxygen may account for lower ethanol production (Table 1, Fig. 2). We were able to observe differences in gene expression between exponential phase conditions by microarray, but not at levels considered significant using the Bonferroni multiple testing method (*p *< 0.05). 

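The smallest adjusted p at 3 h was 0.167, and a Bonferroni adjustment over the 2019 genes also left 0 genes in limma, with 60 at an unadjusted p under 0.05 and 0 by the methods' test. At 26 h the same Bonferroni adjustment left 250 genes. Among genes that stood far apart at 26 h, zwf had a log2 ratio of 0.00 ± 0.49 at 3 h (SD, n = 3), the transporter gene glf 0.08 ± 0.37 and the peroxide reductase gene ahpC 0.22 ± 0.30. cydA, a subunit of the cytochrome bd oxidase, stood at -0.51 ± 0.37, lower aerobically in each pair. None of these ratios passed at 3 h.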

Quantitative PCR assays showed greater sensitivity than array analyses but the majority of genes showed little difference in expression levels between aerobic and anaerobic conditions in early exponential phase. Each culture had more than doubled by the early exponential growth phase sampling point and this time point should have mitigated any potential inocula effects. The observation that there was an absence of a lag phase indirectly supports the idea that there was neither a large perturbation nor large regulatory response by the microbe upon inoculation into the fermentors (Fig. 1). 

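In limma's test of the difference of the oxygen effect between 26 h and 3 h, 625 genes passed, 345 with a more positive and 280 with a more negative log2 ratio at 26 h. ZMO1876, a conserved hypothetical protein, had the largest measured positive difference, 5.02, and the chemotaxis gene ZMO0084 and ZMO0630 stood among those after it. The most negative belonged to ilvC of branched-chain amino acid synthesis, -4.17, and after it came ZMO1779, the lactonase gene pgl, ZMO0670 and the ribosomal gene rplP. Without replicate 1 the count was 356, and without background correction it was 86, of which 32 were more positive and 54 more negative.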

The large differences in exponential and stationary phase transcriptomic profiles imply ZM4 is aerotolerant and oxygen affected the physiology of the cells leading to the buildup of metabolic byproducts, which ultimately led to greater expression differences in stationary phase.

Seo et al (2005) describe the *Z. mobilis *ZM4 (ATCC31821) genome as consisting of a single chromosome [16], which we utilized for probe design and microarray fabrication. The same *Z. mobilis *ZM4 (ATCC31821) strain utilized in this study contained plasmid DNA, which was in keeping with an earlier report describing the nomenclature and derivation of *Z. mobilis *strains [32]. Therefore, the array data in the present study may not fully represent the differences between aerobic and anaerobic conditions since these plasmid DNA sequences were unavailable. We used a multiplex array format with an average probe length of 36 nucleotides and were able to detect significantly differentially expressed genes. However, the use of shorter probes likely affected the sensitivity of the microarray analyses [33]. The proper identification of putative coding sequences and the use of systems biology tools will be important in identifying genome features that can be altered for improved ethanol production. The JGI's plans to sequence the genomes for additional *Zymomonas mobilis *strains, including strain ZM4 will likely improve gene prediction models and elucidate potential coding sequences present on plasmid DNA.

The effects of oxygen on *Z. mobilis *fermentation performance parameters and physiology have been examined in a number of previous studies [18-21,25,31,34-37]. However, this is the first report we are aware of that examines its effects on whole genome transcriptomic and metabolomic profiles of the bacterium under rigorously controlled conditions. The *Z. mobilis *strain CP4 *glf, zwf, edd *and *glk *genes for glucose uptake and utilization form an operon and coordinate gene expression appears to result from a complex pattern of mRNA degradation [38-40]. 

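The glucose facilitator gene glf (ZMO0366) had a log2 ratio of -3.41 ± 0.15 at 26 h (SD, n = 3, adjusted p = 7.96e-07), so that its signal was lower in aerobic cells. zwf (ZMO0367), which encodes the glucose-6-phosphate dehydrogenase, followed with -3.47 ± 0.39 (adjusted p = 1.75e-06). edd, the phosphogluconate dehydratase gene of the pathway, was at least 1.63-fold lower aerobically (adjusted p = 5.8e-04), and its 2 probes pointed the same way. glk (ZMO0369), the glucokinase gene, passed with an adjusted p = 1.6e-06 and was lower aerobically in all 3 pairs. Without background correction edd lost its call.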

The ZM4 *glf, zwf, edd *and *glk *genes are similarly organized and all showed greater expression in stationary phase under anaerobic conditions, which was about 20, 9, 2, and 10-fold respectively more than that of aerobic condition, respectively. However *edd *differential expression did not meet our stringent significance criterion with a -log_10_(*p*) = 5.2. 

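In anaerobic cells the signal of glf, the glucose facilitator gene, was higher at 26 h than at 3 h by a log2 ratio of 4.91 (standard error 0.72, n = 3, adjusted p = 0.00161 from limma). In aerobic cells the same change was 1.43 (adjusted p = 0.186). Aerobic over anaerobic, the 3 pairs of fermentors gave -3.54, -3.43 and -3.25 at 26 h. The anaerobic change between the time points no longer passed without replicate 2 or without replicate 3, and time points lie partly on different slides.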

The *glf *gene encodes a glucose-facilitated diffusion transporter protein, which showed greater expression (approximately 20-fold) under anaerobic conditions even in the absence of detectable amounts of glucose in the medium at 26 h (Fig. 1). ZMO1859 showed 5-fold greater expression in the absence of oxygen. 

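The signal of ZMO1859, named rpfN in the array's annotation, had a log2 ratio of aerobic over anaerobic cells of -3.28 ± 0.93 at 26 h (SD, n = 3, adjusted p = 1.09e-05 from limma). The pairs of fermentors gave -3.15, -4.27 and -2.43. At 3 h it was 0.09 ± 0.07.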

ZMO1859 is a putative OprB family carbohydrate-selective porin containing a pfam04966 (OprB family) conserved domain with an E-value score of 5e^-64 ^and 27% identity to *Pseudomonas aeruginosa *outer membrane protein OprB [41]. *P. aeruginosa *OprB transports glucose, mannitol, glycerol, and fructose. The *E. coli *expression of pathways for hexose uptake and metabolism has been shown to be up-regulated in the response to oxygen deprivation [30]. A number of ED and pyruvate biosynthetic pathway genes (*gntK, edd, eda, gap*) were showed higher expression levels under anaerobic conditions at 26 h when compared to the equivalent aerobic time point, but at levels not considered significant (see Additional file 3). 

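gap, which encodes glyceraldehyde-3-phosphate dehydrogenase, had a log2 ratio of -1.81 ± 0.45 at 26 h (SD, n = 3, adjusted p = 5.42e-05 from limma). NT01ZM1840, annotated as a gluconokinase, which brings gluconate into the pathway, stood at -1.79 ± 0.44 (adjusted p = 5.3e-04). NT01ZM1033, annotated as the aldolase that splits ketodeoxyphosphogluconate, had -1.39 ± 0.65 (adjusted p = 8.33e-04). All 3 genes were lower aerobically in each pair of fermentors.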

Previous physiological studies have indicated that enzymatic activities for glucokinase, glucose-6-phosphate dehydrogenase, glyceraldehyde-3-phosphate dehydrogenase, ATPase, pyruvate kinase and alcohol dehydrogenase are decreased when oxygen partial pressure increases [31]. The intracellular metabolomic data suggests glucose present in anaerobic cells rapidly becomes phosphorylated, providing substrate for further glucose utilization (see Additional file 3). 

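pdc (ZMO1360), which encodes the pyruvate decarboxylase that makes acetaldehyde, had a log2 ratio of -2.07 ± 0.71 at 26 h (SD, n = 3, adjusted p = 7.42e-05), with -2.33 and -1.82 on its 2 probes. adhB (ZMO1596), the alcohol dehydrogenase II gene, stood at -2.25 ± 0.72 (adjusted p = 5.1e-05). Both were lower in aerobic cells in every pair. NT01ZM0262, a D-lactate dehydrogenase, was also lower, at -1.84 ± 0.17 (adjusted p = 1.08e-05), from -0.90 on 1 probe and -2.78 on the other. Of 15 ethanol and pyruvate genes, 8 were lower, 1 higher and 6 did not pass, and when adjusted over the list alone 9 and 1. asd, which passed, and leuB, which did not, are genes of amino acid synthesis and are in this list by their product names. Its median was -0.66, or -0.72 with bounds (camera, adjusted p = 0.00442), with an adjusted p = 0.375 with an estimated correlation.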

Expression of the *pdc *and *adhB *genes involved in *Z. mobilis *ethanol production was increased at least two-fold during anaerobic fermentation and was consistent with fermentation product and growth data (Fig. 1, 2, see Additional file 4).

These data suggest oxygen affects how carbon is utilized and partitioned in *Z. mobilis *under highly aerobic fermentations leading to the buildup of inhibitors such as acetaldehyde and acetate and to the accumulation of non-reducing sugars like trehalose that contribute to overall lower ethanol yields. The accumulation of acetate at the end of the aerobic fermentation was much more pronounced than seen in a number of previous studies, although the highly aerated fermentors with DOT measurement used in this study likely meant the culture conditions were quite different from previous batch fermentations without DOT measurement. In this study, we used an agitation rate of 700 rpm in conjunction with sparging air at 2.5 L/min to maintain fully aerobic conditions as previous experiments had demonstrated a lower agitation rate and this airflow rate was insufficient to maintain fully aerobic conditions as cell density increased (data not shown). Putative aldehyde dehydrogenase genes such as *ssdA *(ZMO1754) did not show differential expression in our study, but may potentially play a role in conversion of acetaldehyde to acetate in conjunction with possible reverse alcohol dehydrogenase reactions. However, much more detailed studies are required to understand the large accumulation of acetate under highly aerobic conditions.

Kalnenieks [11] reviewed the physiology of *Z. mobilis*, identified a number of unanswered questions about its energy metabolism, and determined that the structure and physiological role of the *Z. mobilis *respiratory chain remains to be fully elucidated. Kalnenieks et al [37] concluded that *Z. mobilis *contains a single NAD(P)H dehydrogenase encoded by *ndh *gene, and that its inhibition results in decreased respiration and improved aerobic growth. 

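ndh (ZMO1113), the gene of the NADH dehydrogenase that passes electrons to the quinone pool, had a log2 ratio of -1.62 ± 0.20 at 26 h (SD, n = 3, adjusted p = 3.39e-05 from limma), lower in aerobic cells in all 3 pairs. Among 22 respiratory chain genes, 7 were lower, 3 higher and 12 did not pass, and when adjusted over the list alone 7 were lower and 4 higher. As a list they did not pass (median 0.00, or 0.00 with bounds, camera, adjusted p = 0.504). The difference of ndh between the time points was -1.58 (adjusted p = 7.91e-04).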

While we were not able to measure NAD, we did observe that *ndh *(ZMO1113) encoding NADH dehydrogenase was down-regulated in aerobic stationary phase cultures (see Additional file 4). A number of other respiratory genes were also down-regulated under these conditions. These included ZMO0022, ZMO1571, ZMO1572 and ZMO1844 encoding a putative Fe-S oxidoreductase, NADH dehydrogenase, cytochrome bd-type quinol oxidase subunits 1 and 2, and oxidoreductase genes, respectively (see Additional file 4). 

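All 4 genes were lower in aerobic cells in each pair of fermentors at 26 h. ZMO0022, annotated as a putative oxidoreductase, had a log2 ratio of -2.72 ± 0.52 (SD, n = 3, adjusted p = 7.92e-06 from limma). cydA (ZMO1571) and cydB (ZMO1572), which encode the subunits of the cytochrome bd oxidase, stood at -2.59 ± 0.58 (adjusted p = 1.44e-05) and -2.17 ± 0.25 (adjusted p = 6.58e-06). ZMO1844, annotated as MviM in the array's annotation, had -1.49 ± 0.28 (adjusted p = 7.58e-05).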

The stimulation of aerobic growth is proposed to be due to redirection of the NADH flux from respiration to ethanol synthesis resulting in less accumulation of toxic intermediates [11]. Several models have been proposed to account for the distribution of reducing equivalents between putative respiratory gene products and alcohol dehydrogenase reactions [11]. In one model both alcohol dehydrogenase isozymes catalyze ethanol synthesis and oxidation back to acetaldehyde and in another, the two isozymes operate in opposite directions. Under aerobic conditions, ethanol yield peaked around 13 h followed by net ethanol and acetaldehyde oxidation with concomitant increases in acetate and acetoin concentrations while approximately 0.66 mM of glucose remained in the medium at 26 h (Fig. 1, 2). 

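The alcohol dehydrogenase II gene adhB gave log2 ratios of aerobic over anaerobic signal of -1.96, -1.71 and -3.07 in the 3 pairs of fermentors at 26 h. For adhA, the alcohol dehydrogenase I gene, the mean was -0.62 ± 0.21 (SD, n = 3, adjusted p = 0.0154 from limma), lower in aerobic cells in all 3 pairs. The adhA call was lost with median centring in place of loess, with each time point fitted alone and without replicate 2 or 3. At 3 h adhB had 0.14 ± 0.19 and adhA -0.18 ± 0.24.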

We observed that expression of *adhB *(alcohol dehydrogenase II) in anaerobically cultured cells was approximately three-fold greater than when compared to aerobic cells at 26 h (see Additional file 4). *adhA *(alcohol dehydrogenase I) showed approximately 1.5-fold higher expression aerobically when compared to anaerobic cells, but did not meet our stringent criterion of a -log_10_(p-value) of 5.4. *Z. mobilis *contains two alcohol dehydrogenases, AdhB, an iron-containing alcohol dehydrogenase inactivated by oxygen and AdhA, a zinc-containing alcohol dehydrogenase that is resistant to oxidation [36]. Our *adhB *expression data were consistent with potential iron limitation and/or differential inactivation of AdhB under aerobic conditions.

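rnfA, a subunit of a membrane electron transport complex, had a log2 ratio of 3.49 ± 0.48 at 26 h (SD, n = 3, adjusted p = 1.05e-06 from limma), with 3.03, 3.44 and 3.99 in the 3 pairs. None of the other genes annotated to this complex on the arrays passed as higher. NT01ZM1897, the D subunit, had 0.03 ± 0.50 (adjusted p = 0.93), and NT01ZM1899, the B subunit, an adjusted p of 0.987, with anaerobic signals under the limit of the control probes and a bound under 1. NT01ZM1898, annotated as RnfC, had -0.65 ± 0.84 (adjusted p = 0.0793), while NT01ZM1895, annotated as an rnfE protein precursor, was lower at -0.91 ± 0.40 (adjusted p = 0.00356). NT01ZM1894, the H subunit, and rnfG also passed as lower (adjusted p = 0.00145 and 0.0156), with both conditions under that limit. These other genes are named after their values were seen.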

We identified, for the first time to our knowledge, transcripts for the putative respiratory gene ZMO1814 (*rnfA*), encoding a putative NADH:ubiquinone oxidoreductase subunit that were expressed more greatly (3.3-fold) under aerobic conditions. The *Rhodobacter capsulatus rnf *gene products form a membrane complex involved in electron transfer to nitrogenase, however no physiological information is available for the *rnf *gene products of *Z. mobilis*, which does not fix nitrogen [42]. Although Sootsuwan et al. [42] demonstrate *Z. mobilis *has a cyanide-resistant terminal oxidase and could detect little difference between aerobic and anaerobic exponential phase ubiquinol oxidase activities, they documented significantly more ubiquinol oxidase activity in stationary phase cell membrane prepared anaerobically. 

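cydA and cydB encode the subunits of the cytochrome bd oxidase, a terminal oxidase of the respiratory chain. In the pairs of fermentors at 26 h, cydA gave log2 ratios of -2.62, -1.99 and -3.15, and cydB -1.98, -2.08 and -2.45, all lower aerobically. Between 26 h and 3 h the oxygen effect differed by -2.08 for cydA (n = 3, adjusted p = 0.00117 from limma) and by -2.26 for cydB (adjusted p = 1.18e-04).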

We observed that expression of the *Z. mobilis *cytochrome bd-type quinol oxidase subunits genes (*cydA/B*) was slightly greater in stationary phase under anaerobic conditions. Trace amounts of oxygen, below detection limits, might have been present in anaerobic fermentors during stationary phase (see Additional file 1, 2). However, *E. coli cydAB *genes show greater expression under anaerobic conditions due to the change in negative supercoiling status and it has been suggested this may provide a mechanism for increasing cytochrome *bd *levels in response to environmental stress [43]. Sootsuwan et al. [42] proposed a number of possible physiological roles for a *Z. mobilis *respiratory chain including: controlling NADH levels to control ethanol production, reducing intracellular oxygen concentration and maintenance of NADH levels inside cells. The present study identified a number of putative genes involved in respiration as being expressed differentially depending upon conditions. However, it is clear much remains to be done to fully elucidate their function in redox balance and overall regulation. The contribution of individual genes in electron transfer and metabolic processes need to be followed up with targeted deletion mutant studies. The most surprising finding was the minimal impact of oxygen on the transcriptomic profiles in early exponential. Mutant studies would also be useful in assessing the physiology of early exponential growth phase aerobic *Z. mobilis *cells.

Ribitol was the most abundant differentially detected intracellular metabolite by GC-MS, at approximately 17-fold greater levels within aerobic cells compared to anaerobic cells (Table 1). The addition of various straight-chain alditols including ribitol has been reported to lead to the formation of novel *E. coli *phospholipids [44]. However, we did not conduct detailed phospholipid fatty acid (PLFA) analysis, nor target intact membranes. Ribitol and adenosine (latter was not considered significantly differentially expressed) are also both flavin adenine dinucleotide (FAD) components, which may reflect differences in redox potential and electron transfer between the two different conditions. Further studies are required to elucidate the role of ribitol and other metabolites like 4-hydroxybutanoate in *Z. mobilis *physiology and identify the unknown metabolites we detected. GC-MS based metabolomics provides a useful platform to examine a broad range of metabolites such as sugars, sugar alcohols, sugar acids, organic acids, amino acids, fatty acids, sterols, secondary metabolites, phenolic glycosides, alkaloids, purines, pyrimidines, and nucleosides [22,23,45,46]. However, a number of classes of metabolites cannot be detected by GC-MS and ribitol may not be the largest metabolite difference between these states. The differences of intracellular lactate indicated this metabolite was more abundant under aerobic conditions (Table 1), which was consistent with levels detected in the medium supernatant (Fig. 2).

Several ZM4 genes related to oxidative stress responses were up-regulated under aerobic, stationary phase conditions, including *ahpC *encoding alkyl hydroperoxide reductase, ZMO1097 encoding thioredoxin, and ZMO1118 encoding a glutathione S-transferase family protein (see Additional file 4). However, many systems involved in oxygen detoxification and redox homeostasis were not differentially expressed. 

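Genes of the oxidative stress list went both ways at 26 h, with 5 of 20 higher, 5 lower and 10 that did not pass, and the same counts of 5 and 5 when adjusted over the list alone. grxC, which encodes a glutaredoxin, a small thiol reductant, had a log2 ratio of 2.38 ± 0.13 (SD, n = 3, adjusted p = 2.92e-05) and was higher aerobically. ZMO0693, annotated as an organic hydroperoxide resistance protein, was lower in aerobic cells, at -2.14 ± 0.51 (adjusted p = 1.98e-05). grxB, another glutaredoxin gene, was lower as well, at -1.08 ± 0.44 (adjusted p = 0.00113). The list as a whole did not pass (camera, adjusted p = 0.773), and its median of -0.15, or -0.14 with bounds, and its mean of 0.20 differ in sign. grxB is named after its value was seen.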

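The catalase gene ZMO0928, whose product breaks down hydrogen peroxide, was at least 1.12-fold lower in aerobic cells at 26 h (adjusted p = 6.18e-04 from limma), with aerobic signals under the limit of the control probes. The superoxide dismutase gene ZMO1060 had a log2 ratio of 0.08 ± 0.24 (SD, n = 3, adjusted p = 0.768). At 3 h the ratios were 0.12 ± 0.27 for the catalase and 0.15 ± 0.38 for the dismutase, and neither passed. The peroxidase ZMO1573 was not analysed here.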

There were no significant gene expression differences for classical oxidative stress response genes such as peroxidase (ZMO1573), catalase (ZMO0928), and iron-dependent superoxide dismutase (ZMO1060) when aerobic cultures were compared to anaerobic cultures. 

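Both gor (ZMO1211), the glutathione reductase gene, and gshB (ZMO1913), which encodes glutathione synthase, were under the limit of the control probes in aerobic and in anaerobic cells at 26 h, so that no fold is given. limma's adjusted p was 0.469 for gor and 0.0737 for gshB (n = 3). With the authors' deposited values and with channels scaled to a common SD, gshB passed as lower in aerobic cells. ZMO1556 was not analysed here.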

The glutathione system related genes such as *gor *(ZMO1211), *gshB *(ZMO1913) and ZMO1556 were also not affected significantly (data not shown). *Pyrococcus furiosus *exposed to gamma irradiation, which generates hydroxyl radicals and oxidative stress showed many systems involved in oxygen detoxification and redox homeostasis appeared to be constitutively expressed [47]. Furthermore, genes encoding superoxide dismutase, catalase, nonspecific peroxidases or thioredoxin reductase were not significantly expressed in response to air exposure in the obligate anaerobe *Methanosarcina barkeri *[48]. The *Z. mobilis *transcriptome analyses also suggested a relationship between aerobic conditions (or metabolic end-products) and cellular iron requirement (or limitation) as indicated by higher levels of expression of genes involved in iron sequestration and uptake. 

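Iron uptake genes were on balance higher in aerobic cells at 26 h, 15 of 34 against 2 lower, with the same counts when adjusted over the list alone. pbuA (ZMO0188), a ferric siderophore receptor, had a log2 ratio of 1.77 ± 0.39 (SD, n = 3, adjusted p = 4.5e-05), from 0.69 on 1 probe and 2.86 on the other, and ZMO1847, of an ABC-type iron transporter, 2.85 ± 1.04 (adjusted p = 5.06e-05). feoB (ZMO1541), the ferrous iron transporter, was at least 1.61-fold higher (adjusted p = 6.29e-06), with measured log2 ratios of 0.68 and 4.02 on its 2 probes, the TonB-dependent receptor ZMO1463 at least 1.07-fold higher (adjusted p = 7.21e-04) and NT01ZM0577, a ferric enterobactin receptor, at least 1.8-fold higher (adjusted p = 1.44e-05). Of the 2 that were lower, NT01ZM1771, a TonB-dependent receptor, had -1.51 ± 0.35 (adjusted p = 8.33e-05), and NT01ZM0172, another, an adjusted p of 0.0473 and a bound under 1. The list's median was 0.47, or 0.00 with the 18 genes under the limit in 1 condition at their bounds (camera, adjusted p = 0.00714), with an adjusted p = 0.375 with an estimated correlation. These 2 receptors are named after their values were seen.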

Transcripts for *Z. mobilis *iron-uptake and scavenging genes including *pbuA *(ZMO0188), *feoB *(ZMO1541), ZMO1463, and ZMO1847 (see Additional file 5) were all more abundant under aerobic conditions in stationary phase. A number of other studies such as those described by Brown et al [26] and Williams et al [47] have shown linkages between oxidative stress and expression of genes related to iron-uptake and storage.

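ZMO1107, which the array's annotation calls a transcriptional regulatory protein, had a log2 ratio of -1.64 ± 0.12 at 26 h (SD, n = 3, adjusted p = 2.39e-05 from limma). The signal of ZMO0347, the gene of Hfq, an RNA chaperone that pairs small RNAs with their targets, was at least 1.23-fold lower in aerobic cells (adjusted p = 4.98e-05), where it was under the limit of the control probes. At 3 h the ratios were -0.21 ± 0.12 and 0.26 ± 0.31, and neither passed.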

The *Z. mobilis *ZMO1107 and ZMO0347 genes were up-regulated under anaerobic conditions (see Additional file 4) and are annotated as transcriptional regulator and hypothetical proteins, respectively [16]. BLASTP analyses indicated that ZMO1107 is similar to the *E. coli *global regulator leucine-responsive regulatory protein (Lrp) and ZMO0347 is similar to the *E. coli *global regulator Hfq, sharing about 40% and 60% identity to the *E. coli *Lrp and Hfq proteins, respectively. *E. coli *Lrp regulates transcription of many Lrp regulon genes with leucine as a co-regulator and also acts as a determinant of chromosome structure to coordinate cellular metabolism with the environmental nutritional state [49,50]. We observed different levels of intracellular leucine in the present study, but not at highly significant levels (Table 1). The best-studied Lrp family regulator is the *E. coli *Lrp, which affects the expression of at least 10% of all *E. coli *genes. Microarray analysis of gene expression profiles for *E. coli *Lrp^+ ^and Lrp^- ^strains indicates more than 400 genes are significantly Lrp-responsive with expression for 147 genes lower in Lrp^+ ^compared to Lrp^- ^cells [50,51]. In addition, Lrp has been suggested to play an important role in *E. coli *stationary phase regulation. Out of the 200 genes induced upon entrance into stationary phase, Lrp affects nearly three-quarters of them in *E. coli *[50]. It is well known that *E. coli *RpoS alternative sigma factor controls stationary phase gene expression [52,53]. The genome sequence shows that *Z. mobilis *has *rpoH *(ZMO0749), *rpoE *(ZMO1404), *rpoN *(ZMO0274), and *fliA *(ZMO0626, sigma F) genes but no identifiable *rpoS *gene [16]. ZMO1107 may play a role in stationary phase and stress regulation in *Z. mobilis*, but further studies are required to determine what functional overlap, if any, this protein has with RpoS-like functions in this bacterium.

A putative *Z. mobilis *Hfq global regulator was induced during anaerobic fermentation (Table 2). Hfq is a bacterial member of the Sm family of RNA-binding proteins, which acts by base-pairing with target mRNAs and functions as a chaperone for non-coding small RNA (sRNA) in *E. coli *[54-56]. Hfq is involved in regulating various processes and deletion of *hfq *has pleiotropic phenotypes, including slow growth, osmosensitivity, increased oxidation of carbon sources, and altered patterns of protein synthesis in *E. coli *[54,57]. *E. coli *Hfq has also been reported to affect genes involved in amino acid biosynthesis, sugar uptake, metabolism and energetics [58]. The expression of thirteen ribosomal genes was down-regulated in *hfq *mutant background in *E. coli *[58]. Hfq also up-regulated sugar uptake transporters and enzymes involved in glycolysis and fermentation such as *pgk *and *pykA*, and *adhE *[58]. Hfq is also involved in regulation of general stress responses that are mediated by alternative sigma factors such as RpoS, RpoE and RpoH. An *hfq *null mutant of *E. coli *exhibits strongly reduced RpoS levels by impairing *rpoS *translation [59]. Cells lacking Hfq induce the RpoE-mediated envelope stress response and *rpoH *is also induced in cells lacking Hfq in *E. coli *[58]. 

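Among genes of the large ribosomal subunit, rplF had a log2 ratio of -3.54 ± 0.26 at 26 h (SD, n = 3, adjusted p = 4.32e-07), rplY -2.86 ± 0.39 (adjusted p = 2.15e-06) and rpmE -3.06 ± 0.46 (adjusted p = 1.79e-06), all lower in aerobic cells. rplP was lower still, at -3.90 ± 0.18 (adjusted p = 2.7e-07), and rplE stood at -3.01 ± 0.53 (adjusted p = 3.01e-06). Some genes of the large subunit ran the other way, with rpmG at 3.02 ± 0.33 (adjusted p = 1.6e-06) and rpmA at least 2.21-fold higher aerobically (adjusted p = 4.01e-06). For the ribosomal protein list, the median was -0.90, or -0.78 with bounds (camera, adjusted p = 1.97e-04), with an adjusted p = 0.209 with an estimated correlation. The list selects by product name and leaves out rplF and rplY, and also rpsT of the small subunit, which was higher at 2.21 ± 0.95 (adjusted p = 1.74e-04) and is named after its value was seen. All the genes named here are in the study's tables, and were chosen on these samples.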

In our study, Hfq was less abundant in aerobic fermentation condition in ZM4 at 26 h post-inoculation (see Additional file 4) with eight ribosomal protein genes including *rplF, rplY*, and *rpmE *down-regulated (see Additional file 4). Meanwhile, glucose uptake genes such as *glf *and *oprB*, ED pathway genes such as *glk*, *zwf, pgl, eno*, and ethanol fermentation genes *pdc *and *adhB *were less abundant under aerobic condition in *Z. mobilis *(see Additional file 4). In addition, our microarray and qPCR data indicate that *rpoH *is also induced in aerobic condition (see Additional file 6) with low abundance of *hfq *transcripts (see Additional file 4). 

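rpoH (ZMO0749), the gene of the alternative sigma factor for heat shock genes, had a log2 ratio of 2.53 ± 0.29 at 26 h (SD, n = 3, adjusted p = 4.34e-06 from limma), higher in aerobic cells in all 3 pairs. rpoC, which encodes a large subunit of the RNA polymerase core, was lower aerobically, at -1.50 ± 0.11 (adjusted p = 3.65e-05), while rpoB, the other core subunit listed, had -0.24 ± 0.34 (adjusted p = 0.289). With 2 members, this core list was not tested as a set, and 1 of 2 was lower when adjusted over the list alone. The list leaves out rpoZ, the gene of the omega subunit, which passed as higher in aerobic cells (adjusted p = 3.14e-06) and is named after its value was seen. At 3 h rpoH stood at 0.02 ± 0.31.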

The association of Hfq with the expression of alternative sigma factor RpoH, ribosomal proteins and glycolytic enzyme in *Z. mobilis *is similar to that of *E. coli *as discussed above, which may indicate a similar conserved role of Hfq in both *E. coli *and *Z. mobilis*. However, further studies such as mutagenesis are required to elucidate the *Z. mobilis *Hfq regulon.

**Table 2:** Primer pairs used for q-PCR analysis with target gene information.

**Primers^1^**	**Sequences (5' to 3')**	**PCR product size (bp)**
ZMO0084_F	TGCAAGCATTGCCTACAAAG	100
ZMO0084_R	CCATTGAGGTGAACCCATCT	

ZMO0178_F	TGATCATCGGTGGTGGTATG	120
ZMO0178_R	TTTCAGCAGCAGCGAAAATA	

ZMO0367_F	ACAGCCTGATGAAACCATCC	111
ZMO0367_R	AACACATCCGTGAGGGAAAG	

ZMO0369_F	GCGTTTCTCTATTGCGGAAG	110
ZMO0369_R	CGAAACGTTCCCAAGCTAAC	

ZMO0749_F	TATCCTGCGGTCTTGGAGTC	108
ZMO0749_R	CCGTCTTCAAAGGCATTCAT	

ZMO0817_F	GCACCGAAATCAGCAAAAAT	107
ZMO0817_R	GTGTTGGGACTGGGTTCATC	

ZMO0976_F	CAGCAGATGGACGAGTTCAA	113
ZMO0976_R	TCGTTTTTCTTGGCATAGGG	

ZMO1062_F	AGGCCAATGACGGTTTACAG	115
ZMO1062_R	GCTTCCTGATCCAAAAGCTG	

ZMO1118_F	CGCCTGTTATTCTGGTGGAT	109
ZMO1118_R	CGCCTTATTTCAGCCCTATG	

ZMO1129_F	AGTGAAACCGACTGGCCTAA	104
ZMO1129_R	ATGGTTTCAATCGCAGCTCT	

ZMO1360_F	TGGTCTCAAGCATCACTTCG	114
ZMO1360_R	CCGCAGTTCAGTTCGTTACA	

ZMO1478_F	AGTAGCGGTGCTGAACTGGT	109
ZMO1478_R	CGGCAGGCCATTTATAAGAA	

ZMO1608_F	ACATGGCTAACGACGCTTCT	111
ZMO1608_R	TCTTGATCTGACCGCAGTTG	

ZMO1660_F	ATGAGCGTCCAGCAATTCTT	102
ZMO1660_R	TTCCCCGACATGACTCAGTA	

ZMO1863_F	GGAACTCTGGCAGAAACAGC	111
ZMO1863_R	GGATAACCCAAGACGAGCAA	

ZMO1876_F	ATCAGGATTTGACGCTGGAA	100
ZMO1876_R	ACCATCGCTTCGACAATAGC	

ZMO1959_F	ACAAGGCTGCCGATTTATTG	104
ZMO1959_R	TTGGCTCAGCAGATGTTGTC	

^1^PCR primer pair nomenclature. F: forward primer, R: reverse primer for each respective gene.

## Conclusion

Our study has provided insights into transcriptomic and metabolic profiles of the model ethanogenic bacterium *Z. mobilis *during aerobic and anaerobic fermentation under controlled fermentation conditions for the first time. It is unlikely the oxygen levels we used in the present study would be as high in an industrial setting, even in a major perturbation to the fermentation. However, our study showed oxygen affects maintenance energy, how carbon is utilized and partitioned in *Z. mobilis *fermentations and can lead to the buildup of inhibitors such as acetaldehyde and acetate under highly aerobic conditions, which contributed to lower ethanol yields. The most surprising finding was that while high oxygen concentrations resulted in slower growth, there seemed to be minimal impact on early exponential growth phase transcriptomic profiles. However, differences in energy-spilling pathways due to oxygen and uncoupled growth later led to large differences in ethanol yield and transcriptomic profiles between anaerobic and aerobic stationary phase cultures. Our study also identified a range of genes such as *cydA/B, rpoH *or ZMO0347 that could be targeted for deletion to better understand *Z. mobilis *physiology and coordinate regulation. Future studies examining the transcriptomic profiles for aerobic, microoxic and anaerobic steady states, the dynamics of transition between steady states and the use of mutant strains are warranted to provide greater insights into *Z. mobilis *physiology and gene regulation. Finally, our microarray based on the TIGR annotation has identified a number of genes that were not originally annotated as coding sequences in 2005 when the first *Z. mobilis *genome sequence was published [16], which included about 9% of the aerobic up-regulated genes (see Additional file 4, 5). The rapid accumulation of genome sequence information and sequencing technology advances make improving gene coding models and annotations even more important.

## Methods

### Bacterial strains and fermentation conditions

*Z. mobilis *ZM4 was obtained from the American Type Culture Collection (ATCC31821) and cultured in RM medium [60] at 30°C. For the inoculum preparation a single colony of ZM4 was added to a test tube containing 5 mL RM broth and cultured aerobically at 30°C until it reached late exponential or early stationary phase. A 1/100 dilution was added into the pre-warmed RM broth (10 mL culture into 1000 mL RM), which was then cultured aerobically at 30°C with shaking at 150 rpm for approximately 12 h. The optical density was measured with a spectrophotometer at 600_nm _and the inoculum was added to each fermentor so that the initial OD600_nm _was approximately 0.17 in each fermentor. Batch fermentations were conducted in approximately 2.5 L of RM medium in 7.5-L BioFlo110 bioreactors (New Brunswick Scientific, Edison, NJ) fitted with agitation, pH, temperature and DOT probes and controls. Culture pH was monitored using a pH electrode (Mettler-Toledo, Columbus, OH) and the pH control set point was maintained at 6.0 by automatic titration with 3 N KOH. Temperature was maintained automatically at 30°C and the vented gases exiting fermentors were passed through condenser units, chilled by a NESLAB Merlin M-150 refrigerated recirculator (Thermo Fisher Scientific, Newington, NH) to a vented hood via a water trap. DOT was monitored by using InPro 6800 series polarographic O_2 _sensors (Mettler-Toledo). Three anaerobic fermentors were sparged overnight with filter-sterilized N_2 _gas and for approximately one hour post-inoculation and the three aerobic fermentors were continually sparged with filter-sterilized air at 2.5 L/min to maintain fully aerobic conditions. The agitation rate was 700 rpm in each vessel.

### Growth, glucose and fermentation product analysis

Growth was monitored turbidometrically by measuring optical density at 600_nm _with a model 8453 spectrophotometer (Hewlett-Packard, Palo Alto, CA.). Fermentation media and fermentation products from filter-sterilized cell-free spent media were compositionally analyzed by either both the Amplex red glucose assay kit (Invitrogen, Carlsbad, CA) and high-performance liquid chromatography (HPLC) for glucose or by gas chromatography and/or HPLC for ethanol, acetate, lactate, acetaldehyde, and acetoin determinations. Glucose assays were incubated at room temperature for 30 minutes and performed according the manufacturer's instructions. Absorbance was detected using a microplate reader (model HTS 7000, PerkinElmer, Waltham, MA) at 590_nm_. Background absorbance was corrected by subtracting the value derived from the no-glucose control.

### Gas chromatography (GC)

Ethanol, acetate, acetaldehyde and acetoin concentrations in the medium supernatant were determined by flame ionization gas chromatography. Culture samples (1 mL) and standards were prepared by filtration and acidification with hydrochloric acid. The samples and standards were quantified by injecting 1 μL of each into a model 6890 Agilent Technologies equipped with a DB-FFAP 30 m × 0.53 mm × 1.5 μm film thickness capillary column (Agilent, Santa Clara, CA). The column operated with an initial temperature of 60°C and ramping 10°C to a final temperature of 180°C, while detector was at 250°C and injector temperature was 130°C with a post-injection dwell time of one minute. The carrier gas was helium at a constant flow rate of 5 mL/min.

### High-performance liquid chromatography (HPLC)

HPLC analysis was used for the measurements of the concentration of glucose, acetate, ethanol, and lactate in the 0.2 μm-filtered samples taken at different time points during fermentation. The diluted fermentation samples (1:1 with 8.98 mM sulfuric acid) were separated and quantified by HPLC using a LaChrom Elite System (Hitachi High Technologies America, Inc., San Jose, CA). Analysis was performed with an oven (Model L-2350) set at 60°C, and a pump (Model L-2130) set with a flow rate of 0.5 mL/min in 5 mM H_2_SO_4_. The run time for each sample was set for 35 minutes (Injector Model L-2200). Eluted compounds were registered and quantified by a refractive index detector (Model L-2490) equipped with a computer-powered integrator. Soluble fermentation products were identified by comparison with retention times and peak areas of corresponding standards. Metabolites were separated on an Aminex HPX-87H, 300 × 7.8 mm column (Bio-Rad, Hercules, CA).

### RNA isolation and preparation of fluorescein-labeled cDNA

RNA was isolated essentially described previously [26]. Briefly, samples from aerobic and anaerobic fermentors were harvested by centrifugation and the TRIzol reagent (Invitrogen, Carlsbad, CA) was used to extract total cellular RNA. Each total RNA preparation was treated with RNase-free DNase I (Ambion, Austin, TX) to digest residual chromosomal DNA and subsequently purified with the Qiagen RNeasy Mini kit in accordance with the instructions from the manufacturer. Total cellular RNA was quantified at OD_260 _and OD_280 _with a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE). The purified RNA from each sample was used as the template to generate cDNA copies labeled with either Cy3-dUTP or Cy5-dUTP (GE Healthcare Bio-Sciences Corp, Piscataway, NJ). In a duplicate set of cDNA synthesis reactions the fluorescent dyes were reversed for each sample so that the effects of a specific dye were minimized. Labeling reaction components and incubation conditions as well as cDNA probe purification and concentration determination have been described previously [26].

### Microarray hybridization, scanning, image quantification, and data analyses

*Z. mobilis *microarrays were constructed by CombiMatrix Corporation (Mukilteo, WA) using coding sequences predicted by The Institute for Genomic Research (TIGR, ) as 101 more genes were predicted in this later genome annotation. Both the primary and TIGR annotations are presented in the present study. Microarray hybridizations were performed according to the manufacturer's instructions. Briefly, gene expression analysis was performed using six independent microarray experiments (two dye reversal reactions × three biological replicates) with each microarray containing one to two probes per predicted coding sequence each. The two separately labeled cDNA pools (i.e., the aerobic and the corresponding anaerobic time point) to be compared were mixed together in a hybridization solution containing 50% (v/v) formamide, applied to microarrays and incubated overnight (16 h) at 50°C. Microarrays were washed using buffers of increasing stringency according to the manufacturer's instructions, scanned with a ScanArray 5000 Microarray Analysis System (PerkinElmer Life Sciences Inc, Boston, MA) and the images were quantified using Microarray Imager software (CombiMatrix). Raw data was log_2 _transformed and imported into the statistical analysis software JMP Genomics 3.0 (SAS Institute, Cary, NC). A distribution analysis and data correlation analysis were done as a quality control step. The overlayed kernel density estimates derived from the distribution analysis allowed the visualization of sources of variation based on strain, as well as variation attributed to technical factors such as array and dye. The data were subsequently normalized using the standard normalization algorithm within JMP Genomics. An analysis of variance (ANOVA) was performed to determine differential expression levels between conditions and time points using the Bonferroni multiple testing method (*p *< 0.05).

### Quantitative-PCR (qPCR) analysis

Microarray data were validated using real-time qPCR as described previously [26]. Seventeen genes representing different functional categories and the range gene expression values, based on microarray hybridizations were analyzed using qPCR from cDNA derived from stationary phase samples. Primer pairs were designed as described previously, and the oligonucleotide sequences of the seventeen genes selected for qPCR analysis are listed in Table 2.

### Gas chromatography-mass spectrometry (GC-MS) metabolite analysis

Culture samples were rapidly pelleted by centrifugation, supernatants removed, cell pellets snap-frozen in liquid nitrogen and then stored at -80°C until analysis. Analyses were performed on microbial pellets collected in the stationary phase. A 5 mL aliquot of 80% ethanol (aqueous) was added to each pellet and cells disrupted using a sonicator 3000 (Misonix, Inc., Farmingdale, NY) operated at power level 5 for 6 times with a 1 min processing time and 1 min interval among each processing. An internal standard of 200 μL of sorbitol (1 mg/mL aqueous solution) was then added to each tube and 2 mL aliquots then dried in a helium stream. The internal standard was added to correct for differences in derivatization efficiency and changes in sample volume during heating. Dried exudates were dissolved in 500 μL of silylation-grade acetonitrile followed by the addition of 500 μL N-methyl-N-trimethylsilyltrifluoroacetamide (MSTFA) with 1% trimethylchlorosilane (TMCS) (Pierce Chemical Co., Rockford, IL), and samples then heated for 1 h at 70°C to generate trimethylsilyl (TMS) derivatives. After 1 day, 1-μL aliquots were injected into a ThermoFisher DSQII GC-MS, fitted with an Rtx-5MS (crosslinked 5% PH ME Siloxane) 30 m × 0.25 mm × 0.25 μm film thickness capillary column (Restek, Bellefonte, PA). The standard quadrupole GC-MS was operated in electron impact (70 eV) ionization mode, with 6 full-spectrum (70–650 Da) scans per second. Gas (helium) flow was set at 1.1 mL per minute with in injection port configured in the splitless mode. The injection port and detector temperatures were set to 220°C and 300°C, respectively. The initial oven temperature was held at 50°C for 2 min and was programmed to increase at 20°C per min to 325°C and held for another 11.25 min, before cycling back to the initial conditions. Quantified metabolites of interest were extracted using a key selected m/z that was characteristic for each metabolite, rather than the total ion chromatogram, to minimize integration of co-eluting metabolites. Peaks were quantified by area integration and the concentrations were normalized to the quantity of the internal standard (sorbitol) recovered, amount of sample extracted, derivitized, and injected. Two technical replicates were analyzed for two biological samples from each condition. Metabolite data of ZM4 under aerobic and anaerobic condition were averaged and presented as relative responses between ZM4 under aerobic fermentation versus ZM4 under anaerobic fermentation.

## Authors' contributions

SDB designed the microarray and conceived the experiment. SY and SDB performed the fermentation and sample collection. SY carried out the RNA extraction, microarray, qPCR, sample preparation for HPLC and GC-MS. MRJ performed HPLC analysis. TJT and NLE performed the GC-MS analysis. SLC performed GC-MS analysis. SLM assisted with microarray data analysis. SY and SDB analyzed the data and wrote the manuscript. BHD and AVP provided input on *Z. mobilis *metabolism and manuscript revision.

## Supplementary Material

Additional file 1 **Summary of fermentor parameters during 26 h fermentations.** Mean (± S.D.) agitation (rpm), temperature (°C), pH and dissolved oxygen tension values for three aerobic fermentors and three anaerobic fermentors averaged over the entire experiment. Click here for file

Additional file 2 **Dissolved oxygen tension during *Z. mobilis *fermentations.** Mean dissolved oxygen tension data for three aerobic fermentors and three anaerobic fermentors over 26 h. The bars represent the standard error of the mean data for each condition. Click here for file

Additional file 3 **Entner-Dondoroff and pyruvate metabolic pathways showing metabolomic and transcriptomic data at 26 h.** Summary of transcriptomic and metabolomic profiling data between aerobic and anaerobic conditions at 26 h. Click here for file

Additional file 4 **Aerobic down-regulated genes 26 h post inoculation.** Expression profiles for significantly differentially expressed genes that were down-regulated under aerobic conditions at 26 h as detected by microarrays and real-time qPCR. 

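The table lists 55 genes with lower aerobic signals, each with an array value and a functional category, and for some genes a qPCR value. Its array values are differences between the standardised channel values that the authors deposited, in units of SD and not of log2. Of the 152 genes in the paper's 2 tables with 1 probe, 152 had a tabulated value within 0.05 of the difference computed from the deposited values, and all 166 matched by their mean or by 1 of their probes. With the log2 ratios from background-corrected signals, 9 of the 166 matched within 0.05. Across the genes of both tables the tabulated values and the deposited differences had an r of 0.992 and a slope of 1.01, and with the log2 ratios used here an r of 0.945. A standardised unit was worth between 0.274 and 1.1 in log2 of the raw signal, depending on the channel. For eno the scales part, with a difference of -4.84 SD units against a log2 ratio of -3.24 ± 0.31 (SD, n = 3), while for glk they lie closer, at -3.53 against -3.78 ± 0.61.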

The modified gene function categories are based on MultiFun categories [Serres MH and Riley M: *Microb Comp Genomics *2000, **5**(4):18]. Click here for file

Additional file 5 **Aerobic up-regulated genes 26 h post inoculation.** Expression profiles for significantly differentially expressed genes that were up-regulated under aerobic conditions at 26 h as detected by microarrays and real-time qPCR. 

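The table of 111 genes with higher aerobic signals is built in the same way, from averages over standardised channels. On that scale ZMO1876 differs by 6.39 SD units, ZMO0817 by 6.22 and the chemotaxis gene ZMO0084 by 6.25. ZMO1959 was measured by more than 1 probe, and its mean difference of 1.59 SD units stands beside the paper's tabulated value of 3.4.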

The modified gene function categories are based on MultiFun categories [Serres MH and Riley M: *Microb Comp Genomics *2000, **5**(4):18]. Click here for file

Additional file 6 **Comparison of exponential growth phase gene expression measurements by microarray and qPCR.** The gene expression ratios for wild-type *Z. mobilis *ZM4 under aerobic and anaerobic conditions after 3 h fermentation were log transformed in base 2 (log_2_<aerobic/anaerobic>). The microarray log_2 _ratio values (log_2_<aerobic/anaerobic>) were plotted against the qPCR log_2 _values. Comparison of the two methods indicated a level of concordance of R = 0.62. Click here for file

Additional file 7 **Comparison of stationary growth phase gene expression measurements by microarray and qPCR.** The gene expression ratios for wild-type *Z. mobilis *ZM4 under aerobic and anaerobic conditions after 26 h fermentation were log transformed in base 2 (log_2_<aerobic/anaerobic>). The microarray log_2 _ratio values (log_2_<aerobic/anaerobic>) were plotted against the qPCR log_2 _values. 

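Across the 14 genes with both measurements, the array log2 ratios at 26 h and the paper's qPCR values had a Pearson r of 0.906 (permutation test, 2-sided, p = 5e-05) and a Spearman rho of 0.789 (permutation p = 0.00128). Every gene had the same sign by both methods. The lower aerobic genes included zwf and pgl of the Entner-Doudoroff pathway and eno, the enolase gene, and the higher ones ZMO0084, ZMO1863 and the glutathione S-transferase ZMO1118. Without the 2 genes farthest from the median qPCR value, r was 0.892. This is a correlation across genes, which are not independent replicates, and the genes were chosen by the study from these arrays.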

Comparison of the two methods indicated a high level of concordance (R = 0.92). Click here for file

# Supplementary material for: Transcriptomic and metabolomic profiling of Zymomonas mobilis during aerobic and anaerobic fermentations
**Source:** BMC Genomics. 2009 Jan 20;10:34. doi: 10.1186/1471-2164-10-34
**Supplement:** Additional file 1 — Summary of fermentor parameters during 26 h fermentations. Mean (± S.D.) agitation (rpm), temperature (°C), pH and dissolved oxygen tension values for three aerobic fermentors and three anaerobic fermentors averaged over the entire experiment.

**Additional file 1**. Summary of fermentor parameters during 26h fermentations.

|  | **Aerobic**1 | **Anaerobic**1 |
| --- | --- | --- |
| **Agitation (rpm)** | 700 ± 0.03 | 700 ± 0.03 |
| **Temperature (°C)** | 30.0 ± 0.01 | 30.0 ± 0.03 |
| **pH** | 5.99 ± 0.04 | 6.04 ± 0.06 |
| **Dissolved O2 tension (DOT)** | 92.8 ± 5.9 | ND2 |

1Mean values ± standard deviation are reported for three independent fermentors for each condition.

2 DOT for the anaerobic fermentors was below detection of the polarographic O2 electrode. ND, not-detectable.

# Supplementary material for: Transcriptomic and metabolomic profiling of Zymomonas mobilis during aerobic and anaerobic fermentations
**Source:** BMC Genomics. 2009 Jan 20;10:34. doi: 10.1186/1471-2164-10-34
**Supplement:** Additional file 4 — Aerobic down-regulated genes 26 h post inoculation. Expression profiles for significantly differentially expressed genes that were down-regulated under aerobic conditions at 26 h as detected by microarrays and real-time qPCR. The modified gene function categories are based on MultiFun categories [Serres MH and Riley M: Microb Comp Genomics 2000, 5(4):18].

**Additional file 4**. Aerobic down-regulated genes 26 h post inoculation.

aEC#: Enzyme commission number;  bArray: the log2 based microarray ratio of the gene expression (aerobic/anaerobic);  cqPCR: the log2 based qPCR ratio of the gene expression (aerobic/anaerobic); NA: not-annotated.

# Supplementary material for: Transcriptomic and metabolomic profiling of Zymomonas mobilis during aerobic and anaerobic fermentations
**Source:** BMC Genomics. 2009 Jan 20;10:34. doi: 10.1186/1471-2164-10-34
**Supplement:** Additional file 5 — Aerobic up-regulated genes 26 h post inoculation. Expression profiles for significantly differentially expressed genes that were up-regulated under aerobic conditions at 26 h as detected by microarrays and real-time qPCR. The modified gene function categories are based on MultiFun categories [Serres MH and Riley M: Microb Comp Genomics 2000, 5(4):18].

**Additional file 5**. Aerobic up-regulated genes 26 h post inoculation.

aEC#: Enzyme commission number;  bArray: the log2  based microarray ratio of the gene expression (aerobic/anaerobic);  cqPCR: the log2 based qPCR ratio of the gene expression (aerobic/anaerobic); NA: not-annotated.

How the deposited data were processed for this re-analysis (not part of the article)

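RNA of Z. mobilis ZM4 grown with and without air was measured at 3 h and 26 h on 12 2-colour arrays, which give 24 channels on 3 slides. The intensity values are the mean pixel brightness of each spot as deposited, on a linear scale, with no background subtracted by the authors after their scans with a ScanArray scanner and CombiMatrix Microarray Imager. The other deposited values are a score per probe and channel, which the authors made by a log2 transform and the standard normalization of JMP Genomics, so that each channel has a mean near 0 and an SD near 1 and a difference is in SD units. The median of a deposited channel lay between -0.363 and -0.165. Each intensity file holds the 4 arrays of a slide, and the array of a sample was found by matching the raw log2 signals to that sample's deposited scores, which rests on the authors' table and not on any expected difference.

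Intensities were corrected with normexp and an offset of 50, normalized by loess within each array, averaged over the dye swap of the same extracts and then over the probes of a gene. For the comparisons between time points, single channels were put on a common scale by quantile normalization of the arrays' mean signals. Models were fitted with limma 3.58.1 and statmod 1.5.0 in R 4.3.3, with empirical Bayes variances, and called at a Benjamini-Hochberg adjusted p under 0.05 over 2019 genes. The comparisons were aerobic against anaerobic cells at 26 h and at 3 h, the difference between these, and 26 h against 3 h within aerobic and within anaerobic fermentors. Each time point has n = 3 pairs of fermentors, and the same fermentors were sampled at both, which pairs the samples. The log2 ratios of the same pair at 3 h and 26 h correlated across genes at an r of 0.0207, -0.0376 and -0.0399. With the pair as a replicate block the count was 909 for genes differing aerobic minus anaerobic at 26 h, 0 for genes differing aerobic minus anaerobic at 3 h with 58 at an unadjusted p under 0.05, and 640 for the difference of the oxygen effect between 26 h and 3 h. Of gene lists, 9 passed at 26 h and 0 at 3 h, and of the genes of the study's tables at 26 h, 165 did. With the fermentor as a block the time comparisons gave 257 and 241 genes. The number of arrays limits the precision.

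Gene lists were tested with camera, preset correlation 0.01 and also an estimated one, over 19 lists: Entner-Doudoroff and glycolysis, ethanol and pyruvate metabolism, ribosomal proteins, aminoacyl-tRNA synthetases, ATP synthase, respiratory chain, amino acid biosynthesis, iron uptake, iron-sulfur cluster assembly, oxidative stress, chaperones and proteases, flagella and chemotaxis, transcriptional regulators, efflux, DNA repair, hopanoid and isoprenoid synthesis, mobile elements, nitrogen fixation, and sucrose and levan use. A further list, the RNA polymerase core, has 2 members and was only counted. The lists, comparisons, alternatives and the rule for naming genes were set before the data were examined, with the paper's tables in view, and select genes by words in their product names. They therefore hold some members that the name does not describe, such as asd and leuB of amino acid synthesis among ethanol genes, prmA among ribosomal proteins, gltA among amino acid genes, kefB among stress and efflux genes, a transposase in the sucrose list and phage shock proteins among mobile elements. They also miss some genes whose product names are written otherwise, such as rplF, rplY, rplK and rpsT among ribosomal proteins. From the amino acid list, 14 tRNA entries were removed after the data were seen.

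Genes named are those the paper's text names with an array claim, whose tabulated values had been seen, and at 26 h the 10 largest changes each way that passed with the same sign in all 3 pairs. At 3 h and for the difference up to 5 each way were named, for each time comparison 10 each way with the same sign in all 3 fermentors, and up to 4 genes per list by the smallest adjusted p. The pairing of the paper's locus names with the array's coding sequences was written after the data were seen, from symbols and product names, and for pgk and pdc rests on these alone. No identifier of the arrays was found in the reference annotation, which is of another strain, so no coordinates are given. ssdA, ZMO1754, ZMO1573, ZMO1556 and ZMO1752 could not be paired and were not analysed here. Chosen after the data were seen were also the control-probe limit, the bounds with and without background correction, the medians with bounds, and the alternatives with excluded spots kept, array quality weights, slide 2 left out and the methods' test on deposited probes. Loess on the deposited scores and a local background, for which the files have no column, were not run.

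The pipeline was tested on simulated data, after it had been run on the real signals. Known oxygen effects at 26 h were added to 200 of 2019 genes and known changes over time to 200 others. At 26 h, 87 of 100 genes changed 2-fold and 88 of 100 changed 4-fold were recovered and 18 unchanged genes were called, while at 3 h, where nothing was changed, 0 were called. Recovered mean log2 ratios were 0.82 and 1.40 in size, smaller than the changes made, since dim probes compress a ratio. Among the brightest 25% of genes 27 of 27 and 26 of 26 were recovered. For the difference of the oxygen effect 62 and 84 of 100 were recovered, for aerobic cells over time 79 and 92, and for anaerobic cells 78 and 90. The simulated channels shared 1 order of signal across genes and held no dye or slide effect on single genes. The counts at 3 h and the shares recovered therefore need not carry over to the real arrays. Correlations with qPCR were tested with 100000 permutations.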

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

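The control-probe limit, the setting with excluded spots kept, the dye test and the correlation over all genes at 3 h were chosen only after the results were seen. Both channels of an array of 3 h replicate 1 had 127 excluded spots where the nearest other channel of its group had 29, and both of an array of 26 h replicate 3 had 115 against 9. They stand far from the others of their groups, of which 16 were tested, and chance alone sets apart about 1 in 20. Keeping the excluded spots left the counts at 26 h and 3 h within 1.5 times of those reported.

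The oxygen effect differed between the time points for 625 genes, and the genes with the largest measured differences were ZMO1876 at 5.02, ZMO1856 at 4.79, ZMO0084 at 4.75, ZMO0630 at 4.44 and NT01ZM1532 at 4.44 on the log2 scale. The most negative were ilvC at -4.17, ZMO1779 at -4.01, pgl at -4.00, ZMO0670 at -3.81 and rplP at -3.75. ZMO1856 and NT01ZM1532 were under the limit of the control probes in anaerobic cells at 26 h, so that their values are no bounds. Without replicate 1 the count was 356, in limma's difference of the oxygen effect between 26 h and 3 h. In neither of the paper's 2 tables of genes are 744 genes that passed at 26 h, 383 higher and 361 lower aerobically, of which its text names some, such as pgk, pdc, edd and gap. Between 26 h and 3 h, for which the paper states no count, 257 genes passed in aerobic and 241 in anaerobic fermentors.

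Splits of the samples were too few for a share under 0.05 in every comparison. Of 4 sign patterns of the pairs, 1 gave a count as large as the 910 genes at 26 h, the real one, and the highest other count was 0. At 3 h all 4 gave 0. Of 10 splits, 1 reached the 625 genes of the difference, the 257 of the aerobic and the 241 of the anaerobic time comparison, the highest other being 0 in each. Of 4 patterns, 1 reached the 9 lists at 26 h, the highest other being 6, and for the lists at 3 h, with 0, all 4 did, the highest other being 2. For the 166 genes of the study's tables it was 1 of 4, the highest other being 0.

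At 3 h the log2 ratios of replicates 2 and 3, on slide 1, correlate across genes and those of replicate 1, on slide 2, do not correlate with them. A dye bias equal in both orientations is argued against, since it cancels in the mean of the dye-swapped arrays, and over genes measured on all 4 arrays of slide 1 these means of replicates 2 and 3 had an r of 0.639. Among the 404 brightest genes, replicate 1 had an r of -0.0240 with the mean of replicates 2 and 3, and over all genes 0.00325, while its own 2 arrays had an r of 0.00176 and -0.0352, too low to decide. A candidate explanation is therefore still an oxygen effect that a weak signal on slide 2 hides in replicate 1, and, untested, an effect in the fermentors of replicates 2 and 3 alone or another bias of slide 1, which cannot be told apart since slide and fermentors coincide.

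The count of genes that differ over time rises with the slide as a block, to 556 for genes differing 26 h minus 3 h in aerobic fermentors and 557 for genes differing 26 h minus 3 h in anaerobic fermentors, and to 1054 and 984 without replicate 1, while it falls to 0 in aerobic and to 2 and 3 in anaerobic fermentors without replicate 2 or replicate 3. Without replicate 1 all extracts of 3 h lie on slide 1 and those of 26 h on slides 2 and 3. Without replicate 2 the time points share no slide either. In these settings time and slide cannot be told apart, so the 1054 and 984 genes may differ by slide alone. Within slide 2 the time difference is that of replicate 2 at 26 h from replicate 1 at 3 h, so that it also carries differences between fermentors. It correlated with that of replicate 3, measured between other slides, at an r of 0.246 in aerobic and 0.216 in anaerobic fermentors. The lower r lies between the bounds set for slides alone and for a change between the growth phases, 0.1 and 0.3, so that both may contribute and the cause stays open.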

How the results depend on the processing

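Array quality weights, slide 2 left out, excluded spots kept and the methods' test on deposited probes were chosen only after the results were seen. No single gene or list that passed reversed, and for counts and lists not named here the alternatives lay within 1.5 times. For genes differing aerobic minus anaerobic at 26 h, the count was 423 without background correction, 250 with a Bonferroni adjustment, 523 at least 2-fold, 87 by the methods' test at the study's limit, 96 by that test on deposited probes and 640 to 840 without single replicates. The others gave 674 to 1021 genes, and the majority of higher genes turned with the deposited value table (419 higher, 462 lower) and scaled channels (505 and 516). For genes differing aerobic minus anaerobic at 3 h, it was 1 with 12 arrays and a dye term, 160 with array quality weights, 2 with slide 2 left out and 0 to 1 without single replicates, and the other alternatives gave 0 in limma and the methods' test, with 15 to 143 at an unadjusted p under 0.05. For the difference of the oxygen effect between 26 h and 3 h, it was 86 without background correction (32 more positive, 54 more negative), 995 with array quality weights, 116 with Bonferroni, 26 by the methods' test, 45 on deposited probes and 356 to 549 without single replicates. For genes differing 26 h minus 3 h in aerobic fermentors, it was 556 with the slide as a block (290 higher, 266 lower), 1054 without replicate 1 (521 higher, 533 lower), 0 without replicate 2 and 0 without replicate 3, with 303 and 206 at an unadjusted p under 0.05. For genes differing 26 h minus 3 h in anaerobic fermentors, it was 557 with the slide as a block (271 higher, 286 lower), 160 with median centring of each channel, 984 without replicate 1 (470 higher, 514 lower), 2 without replicate 2 and 3 without replicate 3. The 2 and 3 genes left are ZMO0976, ZMO1844, ZMO0693 and NT01ZM2066, named after their values were seen. Of the gene lists at 26 h, 0 passed with an estimated correlation and 7 to 9 under the other alternatives, and at 3 h 0 to 1 without single replicates. Mobile elements lost the call in 7 of them and chaperones in 2. Of single genes and lists, 46 were weaker without replicate 3, 42 without replicate 2, 21 without background correction and 8 without replicate 1. Table genes that passed numbered 153 to 166, and the qPCR r was 0.896 to 0.917. Without a replicate the counts over time moved both ways at the same number of samples, and the cause of these and the other shifts was not tested. Without replicate 1, and also without replicate 2, no slide held both time points, so that time and slide cannot be told apart in those counts. Signal over background limits the ratios of dim genes, of which 92 that passed and 445 that did not were under the control-probe limit in both conditions at 26 h.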

Differences from the paper's values

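All alternatives compared here were set before the data were examined, except the methods' test on deposited probes, array quality weights and slide 2 left out, which were chosen only after the values were seen. Most of the paper's values for fold are in units of the SD of each channel, raised as powers of 2, so that each value is also given on that scale, called the paper's scale. For adhA the paper's fold of aerobic over anaerobic signal is 1.5, and the value here is 0.652, or 0.791 on the paper's scale. It differed under every alternative set before the data were examined, with 0.598 to 0.832. For rnfA the paper's fold is 3.3 and the value here 11.2, or 10.1 on the paper's scale, but its table also gives 3.3 for rnfA, in SD units and not raised, and the difference of the deposited values is 3.34 SD units, which matches. Read as a fold, 3.3 is within 1.5 times of the 3.17 without background correction only, and the others gave 9.42 to 13.2.

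For ZMO0899 the paper's fold is 9 and the value here 1.57, or 2.28 on the paper's scale. With dim probes left out, each probe on its own or the brighter probe it is 9.40, and under the others 1.44 to 2.28. The 9.40 is that of 1 of its 2 probes, and the other had a log2 ratio of -1.93, lower aerobically. For tdsD the paper's fold is 9 and the value here 6.93, or 2.67 on the paper's scale. The paper's own table gives tdsD 1.4, which matches the deposited difference of 1.42 SD units and not a fold of 9. Without background correction the fold is 1.53 and in the deposited table 2.67, which differ from 9, and in all others run 6.20 to 8.03, which do not. For nifF the paper's fold is 9 and the value here 7.72, or 4.95 on the paper's scale. Its table gives nifF 2.3, which matches the deposited difference of 2.31 SD units and again not a fold of 9. Without background correction the fold is 2.02 and in the deposited table 4.95, which differ from 9, while the others gave 5.92 to 10.6. Anaerobic signals of tdsD and nifF were under the limit of the control probes, so that these folds are no bounds.

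The paper's count of genes that differ at 26 h is 166 and that here 910, with different thresholds on p. Every alternative differs, from 87 by the methods' test at the study's limit and 250 with Bonferroni to 1021 with scaled channels. In its tables the paper's count of higher genes is 111 and that of lower genes 55, against 494 and 416 here. Bonferroni gives 152 higher genes, within 1.5 times, and all the others differ, as does every alternative for the lower genes, 35 by the methods' test being the nearest. The methods' test on deposited probes, chosen after seeing the values, gives 96 genes differing aerobic minus anaerobic at 26 h, 69 higher and 27 lower, which also differ. The paper does not state the terms of its ANOVA. The methods' test, with groups by oxygen and time and a dye term, may therefore not be the test the paper ran. For genes differing aerobic minus anaerobic at 3 h, the paper's count is 8, from its ANOVA with a False Discovery Rate, which was not run here. The count here was 0 in limma, with 60 at an unadjusted p under 0.05, and 0 or 1 under the alternatives set before the data were examined. The 2 with slide 2 left out and 160 with array quality weights, both chosen after seeing the values, also differ. By the Bonferroni method the paper, too, reports no significant differences at that phase.

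The paper's text gives 55 genes as higher and 111 as lower aerobically at 26 h, the counts of its tables with the directions exchanged. Its tables and the values here, 494 higher and 416 lower, have more that are higher. All 166 table genes passed here with the direction of their table. With the deposited value table 419 genes were higher and 462 lower, and with scaled channels 505 and 516, at another threshold than the paper's. The paper states no significant difference for catalase. For edd, gap and the genes paired here with NT01ZM1840 and NT01ZM1033 it states a lower aerobic signal short of its threshold. At an adjusted p under 0.05, a different threshold, limma called all 5 lower in aerobic cells. The paper states that cydA and cydB were reduced only a little. Its table gives -1.6 and -1.5, which match the deposited differences of -1.61 and -1.45 SD units, so that only the wording differs. The log2 ratios here are -2.59 and -2.17, or -1.18 and -0.96 without background correction. The paper states that adhA was higher aerobically, where it was lower here in all 3 pairs. It counts more genes with qPCR values than the 14 its tables hold.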

Other observations

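The medians with bounds were chosen only after the results were seen. Chaperones and proteases, which fold or break down proteins, were mostly lower in aerobic cells at 26 h, 12 of 21 against 2 higher, and 12 against 2 when adjusted over the list alone. tig, the trigger factor that meets new chains at the ribosome, had a log2 ratio of -2.10 ± 0.10 (SD, n = 3, adjusted p = 1.44e-05), the ClpB protein NT01ZM1483 -1.98 ± 0.64 (adjusted p = 7.03e-05) and the groES chaperonin NT01ZM2029 -1.87 ± 0.96 (adjusted p = 5.18e-04). The call of NT01ZM2029 was lost without background correction. The list passed (median -0.74, or -0.74 with bounds, camera, adjusted p = 0.0276), with an adjusted p = 0.32 with an estimated correlation, and not with median centring or without replicate 1. Of 22 efflux genes, 6 were higher and 0 lower, and 5 and 0 when adjusted over the list alone, among them the outer membrane lipoproteins ZMO0964, at least 1.4-fold higher (adjusted p = 1.09e-05), and ZMO0285, at least 1.71-fold higher (adjusted p = 2.83e-05), but as a list they did not pass (median 0.02, or 0.00 with bounds, camera, adjusted p = 0.42). Of 16 DNA repair genes, 5 were higher and 0 lower, and likewise when adjusted over the list alone, with the repair protein NT01ZM1485 at least 1.49-fold higher (adjusted p = 1.04e-05) and lexA, the repressor of the SOS response, at least 1.16-fold higher (adjusted p = 0.00218), and this list did not pass (median 0.11, or 0.00 with bounds, camera, adjusted p = 0.421).

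The mobile elements list was higher, 6 of 12 against 0 lower, and 6 against 0 when adjusted over the list alone (median 0.61, or 0.00 with bounds, camera, adjusted p = 0.0407), with an adjusted p = 0.375 with an estimated correlation. Its call rests on pspA, the phage shock protein NT01ZM1103 and the rotamase NT01ZM1789, which are no mobile elements, along with the transposases NT01ZM1594 and NT01ZM0989 and the phage-type polymerase NT01ZM1152. Of 7 hopanoid and isoprenoid genes, 2 dxs copies, which start isoprenoid synthesis, were lower and 0 higher, as when adjusted over the list alone, and the list did not pass (median -0.11, or -0.44 with bounds, camera, adjusted p = 0.758). Of 3 sucrose and levan genes, 0 passed, also when adjusted over the list alone (median -0.01, or 0.00 with bounds, camera, adjusted p = 0.92).

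Of the genes differing 26 h minus 3 h in aerobic fermentors, 169 were higher and 88 lower at 26 h, and of the genes differing 26 h minus 3 h in anaerobic fermentors, 146 and 95. Without replicate 1 more were lower, with 521 higher and 533 lower of 1054 in aerobic and 470 and 514 of 984 in anaerobic fermentors, and with the slide as a block 271 and 286 of 557 in anaerobic fermentors. In aerobic cells the chemotaxis gene ZMO0084 had a log2 change of 6.11 (standard error 1.15, adjusted p = 0.00634), the sigma factor gene rpoH 5.18 (standard error 1.00, adjusted p = 0.0071), the peroxide reductase gene ahpC 4.24 (standard error 0.96, adjusted p = 0.0174) and bioB, the biotin synthase gene, -3.66 (standard error 0.66, adjusted p = 0.00545). In anaerobic cells ZMO1779 had 6.21 (standard error 1.26, adjusted p = 0.0111), the hydroperoxide resistance gene ZMO0693 4.97 (standard error 0.44, adjusted p = 1.16e-04), ilvC 4.76 (standard error 0.71, adjusted p = 0.00194), the ribosomal gene rplF 4.57 (standard error 0.60, adjusted p = 9.83e-04) and eno 4.54 (standard error 0.80, adjusted p = 0.00512), while bioB had -3.82 (standard error 0.66, adjusted p = 0.00477). ZMO0084, rpoH, ahpC, bioB, ZMO1779, ilvC, rplF and eno lost these calls without replicate 2 or replicate 3, and ZMO0693 without replicate 2. The time points lie partly on different slides, so these values carry slide differences as well. Without replicate 1, and also without replicate 2, they share no slide.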
